# Flavonoids’ Effects on *Caenorhabditis elegans’* Longevity, Fat Accumulation, Stress Resistance and Gene Modulation Involve mTOR, SKN-1 and DAF-16

**DOI:** 10.3390/antiox10030438

**Published:** 2021-03-12

**Authors:** María Alejandra Guerrero-Rubio, Samanta Hernández-García, Francisco García-Carmona, Fernando Gandía-Herrero

**Keywords:** *Caenorhabditis elegans*, DAF-16/FOXO, flavonoids, mTOR, PARPs, SKN-1/Nrf2

## Abstract

Flavonoids are potential nutraceutical compounds present in diary food. They are considered health-promoting compounds and promising drugs for different diseases, such as neurological and inflammatory diseases, diabetes and cancer. Therefore, toxicological and mechanistic studies should be done to assert the biological effects and identify the molecular targets of these compounds. In this work we describe the effects of six structurally-related flavonoids—baicalein, chrysin, scutellarein, 6-hydroxyflavone, 6,7-dihydroxyflavone and 7,8-dihydroxyflavone—on *Caenorhabditis elegans’* lifespan and stress resistance. The results showed that chrysin, 6-hydroxyflavone and baicalein prolonged *C. elegans’* lifespan by up to 8.5%, 11.8% and 18.6%, respectively. The lifespan extensions caused by these flavonoids are dependent on different signaling pathways. The results suggested that chrysin’s effects are dependent on the insulin signaling pathway via DAF-16/FOXO. Baicalein and 6-hydroxyflavone’s effects are dependent on the SKN-1/Nfr2 pathway. In addition, microarray analysis showed that baicalein downregulates important age-related genes, such as mTOR and PARP.

## 1. Introduction

Flavonoids are low-molecular-weight polyphenols present in plants that have been consumed for ages, as they are found in several foods of plant origin, such as cocoa, tea, fruits and wine. Currently, around 8000 flavonoid-like structures have been identified [1]. They appear as secondary metabolites in vegetables and have different roles in development, in defense against plagues or stress, in protection from UV light and also as pigments in most of the angiosperm families. Structurally, there are two main groups, the 2-phenylchromans that are strictly flavonoids, including flavanones, flavones, flavonols, flavan-3-ols and anthocyanidins; and the 3-phenylchromans that are isoflavonoids, such as isoflavones, isoflavans and pterocarpans [2]. Flavonoids are considered health-promoting and disease-preventing compounds, since they are associated with several positive effects related to their antioxidant, anti-inflammatory, anti-mutagenic and anti-carcinogenic activities [3]. They are also potent inhibitors of some key enzymes, such as cyclo-oxygenase (COX) [4] and lipoxygenase (LOX) [5] and possible candidates in neurodegenerative disease treatments (Alzheimer’s and Parkinson’s treatments) [6,7].

Their potential as nutraceuticals and pharmaceutical compounds for the prevention of age-related diseases encouraged us to investigate the effects of six structurally related flavonoids in the animal model *Caenorhabditis elegans*. In this work, six structurally related flavonoids were chosen: baicalein, chrysin, scutellarein, 6-hydroxyflavone, 6,7-dihydroxyflavone and 7,8-dihydroxyflavone (Figure 1 and Table S1). Several reports have studied the effects of these molecules as antioxidant and radical scavengers, and their effects in cell lines [8,9]; however, there are few studies of *C. elegans* related to flavones, and they are mainly focused on baicalein [10]. Other flavonoids such as myricetin, quercetin and kaempferol’s effects on *C. elegans’* lifespan and ROS-levels have previously been reported [11], but the studies did not elucidate the molecular mechanisms underlying the positive effects described.

The health-promoting effects of baicalein, chrysin, scutellarein, 6-hydroxyflavone, 6,7-dihydroxyflavone and 7,8-dihydroxyflavone have been investigated in the animal model *C. elegans*. In addition, the molecular mechanisms of action for the six flavones have been investigated by using *C. elegans* mutant strains and microarray assays.

## 2. Materials and Methods

### 2.1. Chemicals

The tested flavonoids—baicalein, scutellarein, chrysin, 6-hydroxyflavone, 6,7-dihydroxyflavone and 7,8-dihydroxyflavone—were purchased from Extrasynthese (Genay, Cedex, France). Working solutions of each flavonoid were prepared at 25 mM in DMSO (dimethyl sulfoxide) and kept at −20 °C until use. In the experiments, DMSO was used as control and was maintained at a fixed concentration of 0.4%. The rest of the reagents were obtained from Sigma-Aldrich (St. Louis, MO, USA). Double distilled water (d.d. water) was obtained using a Milli-Q system (Millipore, Bedford, MA, USA).

### 2.2. Caenorhabditis elegans Strains and Culture Conditions

Caenorhabditis Genetic Center (CGC, St. Paul, MN, USA), which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440), provided us with the strains used in this study, i.e., the wild type N2, TJ375 (*gpIs1 [hsp-16.2p::GFP]*), CF1038 (*daf-16(mu86)*), LD1 (*ldIs7 [skn-1b/c::GFP* + *rol-6(su1006)]*), QV225 (*skn-1(zj15)*), TJ356 (*zIs356 [daf-16p::daf-16a/b::GFP* + *rol-6(su1006)*]), CL2166 (*dvIs19 [(pAF15)gst-4p::GFP::NLS] III*) and LD1171 (*ldIs3 [gcs-1p::GFP + rol-6(su1006)]*). Worms were maintained at 20 °C in solid nematode growth medium (NGM) [12]. The *Escherichia coli* strain OP50, employed as a food source, was grown overnight in LB (Luria–Bertani) medium at 37 °C and then concentrated 10× in sterile M9 buffer. This work has received approval for research ethics from “Committee on Animal Research and Ethics” (CEEA, code 371/2017, date 19 July 2017), University of Murcia (Spain).

### 2.3. Synchronous Worm Culture

All the worms used in this study were age synchronized. Synchronic cultures of *C. elegans* were obtained using the bleaching method as follows: adults from 3-day plates were collected by using 3.5 mL of sterile M9 buffer, and then mixed with 1.5 mL of freshly prepared household bleach/5N NaOH solution (2:1). The solution was mixed by vortex every 2 min for 10 min at room temperature and then centrifuged at 7500× *g*. The supernatant was discarded and the pellet was washed twice with 5 mL of M9 buffer. A 10 mL solution of fresh M9 buffer was used to keep the eggs overnight at 20 °C and orbital shaking for their synchronous hatching.

### 2.4. Expression of HSP-16.2p::GFP in C. elegans TJ375

TJ375 (*hsp-16.2p::GFP*) nematodes were grown in liquid S medium at 20 °C and the expression of HSP-16.2 was measured by observing the fluorescence of the fused green fluorescent protein (GFP). The day after synchronous hatching, TJ375 worms were treated with 100 µM of each flavonoid. After 48 h, the worms were transferred to fresh S medium, where the naphthoquinone juglone was added at 20 μM to induce oxidative stress. After 24 h, worms were washed with fresh M9 buffer and seated onto glass slides which contained 10 mM sodium azide to avoid the worms’ mobility. For each condition, the fluorescence of 8–10 worms was observed by using the 20× lens and the I3 filter cube in a Leica DM 2500 LED microscope (Leica Microsystems, Wetzlar, Germany). Images were captured at constant exposure times using a Leica DFC550 camera fitted to the microscope. The images taken each showed the anterior part of a worm named the pharynx, which stretches from the mouth to the pharyngeal-intestinal valve. ImageJ software (NIH) was used to quantify GFP fluorescence [13] through black-to-white inversion of each image and subsequent measurement of mean pixel density.

### 2.5. C. elegans Survival Assays Monitored with the Lifespan Machine

Lifespan Machine, the platform for the automatic control of *C. elegans* mobility, was used in the survival assays. After 48 h in liquid S medium supplemented with the tested flavonoids, synchronic worms were centrifuged at 2000× *g* and washed with M9 buffer three times. Then, 40–50 worms were transferred to 35 mm analysis plates, containing 8 mL of NGM agar, nystatin 30 µg/mL to avoid mold contamination, ampicillin 100 µM to avoid bacterial contamination and supplemented with 10 µg/mL of FUdR (2′-Deoxy-5-fluorouridine) to avoid progeny [14] and 100 µL of heat inactivated *E. coli* OP50 as food source (a culture grown overnight in LB at 37 °C was concentrated 10× in sterile M9 buffer and then incubated 30 min at 65 °C for its inactivation). All the experiment plates were performed in triplicate. Four control plates were included in every scanner to counteract the possible lifespan variations due temperature oscillations caused by the disposition of the scanners and plates. Lifespan results of sample plates were only compared with the control plates placed in the same scanner. Plates were closed and incubated 20 min at 20 °C. Plates were placed face down (close lid included) into the Lifespan Machine’s scanners. Lifespan Machine was employed following the constructor instructions described by Stroustrup et al. 2013 [15] and the modifications detailed by Guerrero-Rubio et al. 2019 [16]. The experiments were set in the Lifespan Machine at 25 °C for 25 days.

### 2.6. Data Statistical Analysis

The results obtained in the Lifespan Machine were analyzed using OASIS 2, an on-line platform for mathematical analysis of survival data [17], with the Kaplan–Meier estimator, Boschloo’s test, Kolmogorov–Smirnov test and log-rank test. The Kaplan–Meier estimator was used to obtain the survival curves and the mean lifespan was calculated as the area under the survival curve. The log-rank test allowed the comparison of two survival functions through overall lifespan data, the differences in the survival data were significant if *p*-value ≤ 0.05. One-way ANOVA Calculator for independent measures was used for numeric data (fluorescence measurements, and ORO measurements). For nominal data, Chi-square Calculator Contingency Table was used (intracellular localization of *daf-16* and *skn-1*). All these analyses were performed using the online Social Sciences Calculator https://www.socscistatistics.com (accessed on 10 February 2021). Two independent trials were performed for the different experiment, with a number of individuals (*n*) ≥ 10. The significance level for all the data was established in 0.05.

### 2.7. Intracellular Localization of the Transcription Factor DAF-16

TJ356 (*daf-16::GFP*) worms express green fluorescent protein joined to the transcription factor DAF-16. TJ356 nematodes were age-synchronized and treated with 100 μM of each flavonoid. After 72 h at 20 °C, they were washed twice with M9 buffer and settled onto glass slides containing 10 mM sodium azide. Images were taken with the above-mentioned microscope and under the same conditions (20× lens, I3 filtercube). Worms were classified as “nuclear” whether GFP fluorescence was detected in the nuclei, “cytoplasmic” whether GFP fluorescence was present in the whole body and “intermediate” whether fluorescence was detected both into nuclei and cytoplasm. Non-treated TJ356 worms were heat shocked for one hour at 37 °C and then employed as positive control (nuclear localization). Non-treated worms kept in water were used as negative control (cytoplasmic localization).

### 2.8. Intracellular Localization of the Transcription Factor SKN-1

The strain LD1 expresses skn-1b/c::GFP in the gut and in the ASI neurons. SKN-1 is involved in Phase II detoxification where it acts by regulating a key gene through constitutive and stress-inducible mechanisms in the ASI chemosensory neurons and intestine, respectively. Thus, SKN-1 is detected in ASI nuclei in normal conditions, but it is accumulated in intestinal nuclei in response to oxidative stress. Age-synchronized LD1 worms were treated with 100 µM of each flavonoid in S medium. After 72 h at 20 °C, the nematodes were washed twice with M9 buffer and deposited onto glass slides containing 10 mM sodium azide. Water was used as negative control. Images were taken with the above-mentioned microscope and under the same conditions (20× lens, I3 filtercube). ImageJ software (NIH) was used to measure gut fluorescence of each image which were previously split in red, blue and green channels. Only fluorescence intensity detected in the green channel was employed for quantification of SKN-1 in the gut area under the pharynx.

### 2.9. Flavonoids Effect on GST-4p and GCS-1p Expression

Synchronous animals of the CL2166 and LD1171 strains were treated with 100 μM of each flavonoid or DMSO for 72 h at 20 °C in S medium, as positive control juglone 20 μM was used. The animals were visualized under fluorescence microscope at 20× lens with the I3 filter cube. The image acquisition and analysis were performed as in the Section 2.8.

### 2.10. RNA Extraction

Age-synchronized nematodes were treated with 100 μM of baicalein in S medium or DMSO as control the day after hatching. After 48 h at 20 °C and orbital shaking, worms were washed with M9 buffer ten times for the complete discard of *E. coli* present in the medium. Then, 250 μL of M9 buffer were employed to resuspend the washed worms and 750 μL of TRIzol^®^ was added for the RNA extraction. RNA extraction and its purification were performed following the specifications described for PureLinkTM RNA Mini Kit from Invitrogen (Carlsbad, CA, USA). The amount and quality of the RNA obtained were measured by Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and then used for microarray analysis.

### 2.11. Microarray Analysis

3.5 ng of each sample were used to synthetize Ss-cDNA through the GeneChip WT Pico Reagent kit (Affymetrix, P/N 703262) obtained from Thermo Fisher Scientific (Thermo Fisher Scientific Inc., Waltham, MA, USA). The protocol supplied by the manufacturer was followed and the amount and quality of ss-cDNA were checked by Nanodrop and Bioanalyzer. ss-cDNA targets were cleaned up and after fragmentation and terminal labelling, 3.75 µg of fragmented and biotinylated ss-cDNA were included in the hybridization mix, using the GenAtlas Hybridization, Wash and Stain kit for WT Array Strips (Affymetrix, P/N 901667, Affymetrix Inc., Santa Clara, MA, USA) following manufacturer’s protocol. The resulting preparations were hybridized to GeneChip^®^ *C. elegans* Gene 1.1 ST Array Strip (Affymetrix, 902157, Affrymetrix Inc., Santa Clara, MA, USA) which contains 26 unique sequences of each transcript. Preliminary hybridization tests (peak controls) and labeling were performed to ensure that the chips passed the quality criteria. Then, Affymetrix Expression Command Console (Affymetrix Inc., Santa Clara, MA, USA) was used to process microarrays data and to detect that all samples were within bounds for hybridization and labeling tests.

Three independent samples were used to perform the experiment in triplicate. Samples from worms treated with baicalein were grouped as “treatment” and worms treated with DMSO instead of baicalein were grouped as “DMSO control.” RMA (Robust Multiarray Average) was used to perform data analysis by allowing that raw intensity values were background corrected, log2 transformed and then quantile normalized in order to obtain an individual intensity value for each probe set. Partek Genomics Suite and Partek Pathways software (Partek Incorporated, St. Louis, MO, USA) were used for statistical analysis and an ANOVA test was applied with a restrictive threshold at *p*-value ≤ 0.05. The molecular interaction, reaction and relation networks that showed differentially expressed genes (DEGs) were then analyzed using KEGG Pathways Kyoto Encyclopedia of Genes and Genomes.

### 2.12. Oil Red O (ORO) Lipid Staining

Quantification of lipids was performed using the Oil Red O protocol [18] with some modifications. Briefly, one day adult worms treated with different concentrations of baicalein (0, 10, 25, 50, 100 µM) were fixed in a formaldehyde PBS solution (4%) for 24 h at 4 °C. Then, the worms were washed and permeabilized using a 5% β-mercaptoethanol, 1% Triton-100 solution in tris/HCl buffer pH 7.4 for 24 h at 37 °C. Then the fixed and permeabilized worms were washed twice with PBS. Meanwhile, an ORO working solution (60%) was prepared diluting a stock solution of ORO (0.5 g ORO in 100 mL of isopropanol) in d.d. water and filtered through a 0.22 µm syringe filter. Fixed worms were treated with the ORO working solution for five minutes at room temperature, then washed three times with PBS-Triton (0.01%) buffer. ORO stained animals were mounted onto glass slides and brightfield images were taken with the 40× lens of a Leica DM 2500 LED microscope fitted with a Leica DFC550 camera (Leica Microsystems, Wetzlar, Germany). ORO quantification of the images was performed with the free software Fiji (NIH), an improved ImageJ [19]. Firstly, the images were split with the color deconvolution tool using the H AEC vector, followed by applying the thresholding tool only in the red channel and measuring the intensity in the threshold area.

## 3. Results

### 3.1. Effect of Flavonoids on C. elegans Oxidative Stress Resistance

To estimate the ability of the six flavonoids to enhance the defense against oxidative stress, the TJ375 strain of *C. elegans* was fed with them individually, and then *C. elegans* was exposed to oxidative stress chemically induced by juglone (Figure 2A). This strain presented the HSP16.2 fused with the green fluorescent protein GFP, and it was located in the pharynx. In response to oxidative stress, the fused hsp-16.2p::GFP accumulated bright green fluorescence (Figure 2A). When TJ375 worms were treated with 100 µM of flavonoids, only 6,7-dihydroxyflavone and chrysin (Figure 2D) had any protective effect against the induced stress; 6,7-dihydroxyflavone presented the highest potential as an in vivo antioxidant with a decrease in fluorescence of 88.9%.

Additionally, strains LD1171 (*gcs-1p::GFP*) and CL2166 (*gst-4p::GFP*) were used to study the flavones effects on specific antioxidants and phase II class detoxification genes, including gamma-glutamine cysteine synthetase-1 (gcs-1) and glutathione S-transferase 4 (gst-4). GCS-1 catalyzes the rate-limiting first step in glutathione biosynthesis, while GST-4 has a role in the conjugation of electrophilic substrates to glutathione (GSH) [20]. Both enzymes offer protection against oxidative stress and promote longevity. Under normal conditions, *gst-4*::GFP is expressed primarily in the muscles and the hypodermis, and is increased in response to a variety of inductors (Figure S1A,C) [20]; treatment with 100 µM of 6-hydroxyflavone and 6,7-dihydroxyflavone increased its expression by 65.3% and 94.3% respectively. Meanwhile, neither scutellarein nor 7,8-dihydroxyflavone had a significant effect on the expression of GST-4. On the other hand, baicalein was the most effective on the upregulation of GCS-1 expression (73.5%), followed by 6-hydroxyflavone, 6,7-dihydroxyflavone and 7,8-dihydroxyflavone, which increased the expression by 55.3%, 51.4% and 45.4% respectively (Figure S1F). GCS-1 is expressed in *C. elegans* in the pharynx, ASI chemosensory neurons and anterior and posterior intestine; in Figure S1C, the expression in the pharynx and the ASI neurons is shown.

### 3.2. Effects of Flavonoids on Fat Accumulation in C. elegans

Oxidative stress plays a key role in several metabolic diseases, such as insulin resistance and diabetes. Obesity and fat accumulation increase the oxidative stress damage, and on contrary, an increase in ROS production leads to an excessive accumulation of fat [21,22]. Therefore, the search for small molecules with antioxidant activity that are able to regulate fat metabolism may be useful to alleviate the effects of metabolic diseases. To evaluate the in vivo effect of flavonoids as fat mobilizers, the stored fat of *C. elegans* was measured in worms treated with 100 μM of flavonoids and in control worms using the Oil Red O (ORO) staining protocol (Figure 3 and Figure S2). The results showed that all the tested molecules were able to reduce the fat storage in the animals (Figure 3D). The most effective flavonoids for reducing the animal’s fat were chrysin and scutellarein, which resulted in 38.9% (Figure 3C,D) and 36.6% (Figure 3B,D) less fat than control worms, respectively.

### 3.3. Effect of Flavonoids on C. elegans Lifespan

Lifespan is a useful physiological parameter to set up the effects of a compound in the animal model, either positive (longevity increase) or negative (toxicity). The Lifespan Machine was employed to measure the mean lifespan of the flavonoid-fed worms (Figure S3). The results showed that a dose of 10 µM of baicalein was able to improve the animal’s lifespan by up to 16.5% (Figure 4A). At the same concentration, chrysin, 7,8-dihydroxyflavone and 6-hydroxyflavone-treated worms had increases in the mean lifespan of 8.46% (Figure 4C), 4.9% (Figure 4F) and 2.36% (Figure 4D), respectively. The best result was obtained at 25 µM for baicalein with an increase of 18.49% in the animal’s longevity (Figure 4D). On the other hand, scutellarein (Figure 4B) and 6,7-dihydroxyflavone (Figure 4E) had small negative effects on the lifespans of treated worms, and high concentrations of 7,8-dihydroxyflavone also decreased the lifespan of *C. elegans* (Figure 4F).

### 3.4. Effect of Flavonoids as Gene Modulators in Longevity Pathways

Baicalein, chrysin and 6-hydroxyflavone showed the highest extensions of the lifespan, and at the same time were able to produce a significant decrease in fat storage in *C. elegans*. These two events are related, since they might be responses to the modulation of gene expression which depends on the IIS insulin signaling pathway via DAF-16 or depends on the redox active signaling pathway via SKN-1. In order to elucidate which pathways are involved in the effects of these three flavonoids, related mutant strains were employed at the optimal concentration obtained in the lifespan’s assay. Thus, 25 µM of baicalein, 10 µM of chrysin and 100 µM of 6-hydroxyflavone were employed to further investigate the pathways involved in their health-promoting effects in *C. elegans*. In addition, the basal effect of DMSO was taken into account, since a previous study reported that DMSO is able to modulate lifespan of the worms via DAF-16 [23].

#### 3.4.1. Effect of Flavonoids on the IIS Insulin Signaling Pathway

The effect of the flavonoids on the insulin signaling pathway was estimated in vivo with the daf-16 deficient strain CF1038 (*daf-16(mu86)*) and the fluorescent strain of *C. elegans* TJ356 (Figure 5). Chrysin effect on lifespan was lost in the mutant strain CF1038, where *daf-16* is not present, but baicalein and 6-hydroxyflavone increased the lifespan of the *daf-16*-deficient mutant strain (Figure 5F and Figure S4). These results were further supported by the fluorescent strain TJ356, which presents GFP fused with the transcription factor DAF-16 (Figure 5A–D). The results (Figure 5E) show that chrysin activated the translocation of DAF-16 to the cell nuclei with 58.6% of worms showing nuclear fluorescence (Figure 5D,E). Baicalein and 6-hydroxyflavone showed lesser effects on DAF-16 translocation than the dissolvent DMSO (16.1%) (Figure 5C,E).

#### 3.4.2. Effect of Flavonoids on the Redox Active Signaling Pathway

The possible effects of baicalein and 6-hydroxyflavone in vivo due to the redox active pathway were measured with the SKN-1-deficient strain QV225 (*skn-1(zj15)*) of *C. elegans* and the fluorescent strain LD1 [*skn-1 b/c::GFP*] (Figure 6). SKN-1 is the *C. elegans* ortholog to the human Nrf2, a transcription factor that regulates the phase II detoxification response to oxidative stress [24]. The Lifespan Machine showed that the extension effects produced on the lifespans of the wild-type worms treated with baicalein and 6-hydroxyflavone were lost in the *skn-1* deficient strain (Figure 6C and Figure S5). This suggests that the longevity effect of these flavones is dependent on the redox active pathway which involves SKN-1. To further investigate this hypothesis, the LD1 strain of *C. elegans* was used. The flavonoid 6-hydroxyflavone produced the translocation of the SKN-1 transcription factor to the nuclei in LD1 worms, whereas baicalein did not produce a significant translocation of the transcription factor to the gut cell nuclei (Figure 6B).

### 3.5. Baicalein Effect on C. elegans Gene Expression

RNA microarray assays from worms treated with baicalein were performed to investigate the possibility that the molecule could modulate *C. elegans* gene expression. 

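RNA of whole worms was compared after 48 h at 20 °C in water, in 0.4% DMSO or in 100 µM baicalein (5,6,7-trihydroxyflavone) dissolved in DMSO, a treatment begun 16 to 18 h after hatching. It was hybridized to Affymetrix *C. elegans* Gene 1.1 ST arrays, on which each probe set reads a transcript with several short probes. The data used here are 6 arrays, 2 for each of the 3 groups, numbered as trials 1 and 2. The methods give 3 independent samples, and all 6 arrays were used with n = 2 per group. According to the methods the authors made the log2 values by RMA, that is background correction, log2 transformation and quantile normalization. The arrays do not share a single distribution, with medians between 1.42 and 1.59 and upper quartiles between 2.46 and 3.26, and the highest value on any array was 11.59. Across probe sets, which are not independent replicates, the Pearson correlation of the 2 arrays of a group was 0.986 for water, 0.978 for DMSO and 0.954 for baicalein. It was 0.911 to 0.943 between DMSO and baicalein arrays, 0.805 to 0.832 between water and baicalein arrays and 0.794 to 0.80 between water and DMSO arrays. The first principal component held 71.1% of the variance and set water apart from DMSO and baicalein, and the second held 17.2% and set DMSO apart from baicalein.

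Differences between groups were tested here with limma on these log2 values. All 6 arrays entered the same fit, which shares the estimate of the spread among the groups, and p-values were adjusted by Benjamini-Hochberg over all probe sets, with an adjusted p under 0.05 as the threshold. Where these arrays did not come from separate cultures, the p-values measure only the spread between these samples, which may be technical, and the number of arrays limits their precision. Gene names were taken from the authors' deposited tables of baicalein against DMSO and of DMSO against water, which list the probe sets past the authors' own threshold and name 4956 of them. A probe set outside both tables is unnamed here. Gene lists of pathways, tissues and life stages were written before the data were examined. Each list was compared with the other genes named in the same table by camera, a test of limma that took 0.01 as the correlation between genes. Because the members of a list are those that the authors' table of these same samples names, the counts over lists are not independent evidence of direction. The same holds for the camera p-values, since the background genes were selected in the same way. The median log2 difference of the named genes was 0.37 for DMSO against water and -0.45 for baicalein against DMSO. Over all probe sets it was 0.09 and 0.05. The same tables keep only an unadjusted p of 0.05 or less from the authors' analysis of variance. Passing an adjustment over the list alone is favoured by that selection and is no separate evidence.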

The microarray data obtained from this analysis have been deposited in the GEO database (NCBI) [https://www.ncbi.nlm.nih.gov/geo/] and assigned the identifier GSE134775 (released on 11 March 2021). 

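Genes that build and shed the cuticle were lower in DMSO-treated worms than in water-treated worms. Of 8 molting genes named in this comparison, all 8 fell (8 when adjusted over the list alone), with a median log2 difference of -4.33 (-4.05 with values under the median of all probe sets, 1.56, raised to it as a background). Of 33 cuticle collagens, 29 fell, 3 rose and 1 did not pass the test (29 lower and 4 higher when adjusted over the list alone), with a median of -3.97 (-3.55 on that background). The yolk protein gene *vit-2*, at background in water, rose at least 369-fold, and the eggshell proteoglycan gene *cpg-1* rose 135-fold. These 2 genes, and *col-2* and *col-119* below, are named from the authors' table of baicalein against DMSO. Their table of DMSO against water does not list them as changed. It lists only 10.6% of the probe sets over 4-fold apart here.

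The value of *noah-1*, a gene for an extracellular matrix protein of the molting worm, was 1.33 ± 0.18 (SD, n = 2) in DMSO and 8.55 ± 0.079 (SD, n = 2) in water on the log2 scale. Its value in DMSO lies under the background, so it fell by at least 6.99 (adjusted p = 8.98e-06 from limma). The collagen gene *col-2* fell by 7.64 on the log2 scale (standard error 0.17, adjusted p = 5.23e-06 from limma), while another collagen gene, *col-119*, under the background in water, rose by at least 7.73. For *vit-2* the log2 value was 10.1 ± 0.053 (SD, n = 2) in DMSO and 1.57 ± 0.17 (SD, n = 2) in water, with an adjusted p of 5.23e-06 from limma. Against the other named genes, the camera test gave adjusted p = 1.22e-08 for the molting genes and adjusted p = 1.33e-16 for the collagens, both adjusted p = 0.151 with an estimated correlation.

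Most muscle and intestine genes and ABC transporters named in this comparison fell as well, with median log2 differences of -1.47, -1.93 and -2.05. Over the 19, 12 and 12 genes of these lists named in either table, the medians were -0.36, -1.49 and -1.26. The fall of the muscle genes therefore depends on which genes this comparison names. Of 7 muscle genes, 6 fell, among them *myo-3* (myosin) and *unc-22* (twitchin), and 1, *tni-3*, rose (6 lower and 1 higher when adjusted over the list alone). Of 5 intestine genes, 4 fell and 1 rose (4 and 1 over the list alone), with log2 fold changes of -2.99 for *ifp-1* and -2.39 for *ifo-1*, both of intermediate filaments, while the protease gene *cpr-1* rose by 0.98 (without water replicate 1 its adjusted p from limma was 0.0547). Of 6 ABC transporters, 5 fell and 1 did not pass (5 lower over the list alone), *haf-9* with a log2 fold change of -2.21 and *pgp-1*, under the background in DMSO, falling by at least 1.88. Tested with camera, these lists had adjusted p = 0.00225 for muscle, 0.006 for intestine and 0.00145 for the ABC transporters, and adjusted p = 0.221, 0.281 and 0.221 with an estimated correlation. With dim probe sets left out, the adjusted p of these 3 lists was 0.323, 0.323 and 0.0945. The neuronal list, with 4 of 6 genes lower and 2 higher, missed the threshold (adjusted p = 0.0592 from camera). The chemoreceptor families lay higher (adjusted p = 0.00468 from camera), but in 133 of 134 members a group was under the background. With an estimated correlation both had an adjusted p of 0.414.

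In all, 3183 probe sets were higher and 4890 lower in DMSO than in water at an adjusted p under 0.05 from limma. Without water replicate 1 or 2 the higher ones numbered 1793 and 1868, and without DMSO replicate 2 the lower ones numbered 3230. Centring each array on its median moved the median difference of all probe sets from 0.09 to 0.20, so a rise in DMSO is read against that shift. The share of higher calls, 39.4%, was 47.1% with arrays centred (3784 higher and 4243 lower). It was 48.1% with quantile normalization applied again (3629 and 3919) and 48% after cyclic loess normalization (4112 and 4458). An earlier developmental stage of the water-treated worms was not excluded, so these differences are not read as effects of DMSO alone.

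**Figure D1:**
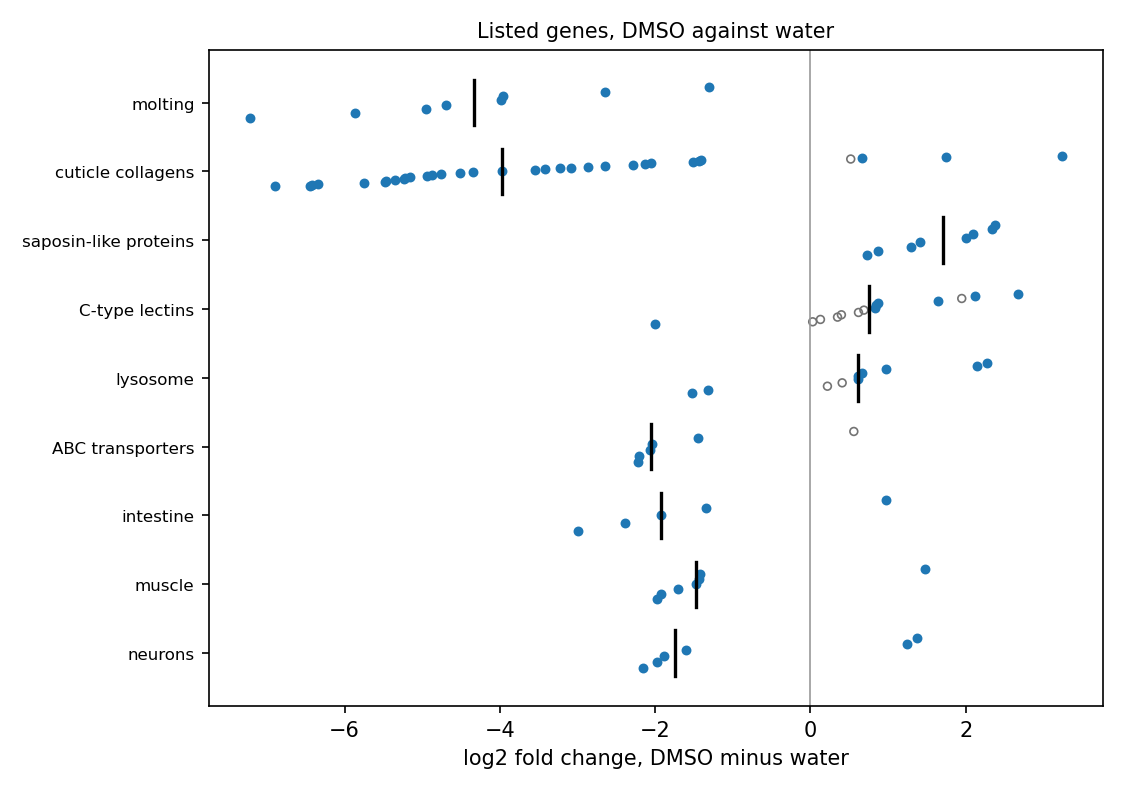
Log2 fold change of DMSO-treated against water-treated worms (horizontal axis) for the genes of 9 lists named in this comparison, a point for each gene. Filled blue points passed an adjusted p under 0.05 from limma, open grey points did not, and the black bar is the median of the list. Molting genes lie at a median of -4.33 and collagens at -3.97, and the saposin-like proteins at 1.71.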

DMSO-treated worms were used as a control and their results were compared with water-treated results, to further characterize the dissolvent effects and compare them with those obtained from baicalein-treated worms. The DMSO microarray showed the upregulation of microbial defense and innate immune response genes *lys-7* (3.35-fold vs. control, *p* ≤ 0.05), *spp-1* (1.59-fold vs. control, *p* ≤ 0.05), *spp-2* (3.15-fold vs. control, *p* ≤ 0.05) and *spp-8* (3.78-fold vs. control, *p* ≤ 0.05).

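Genes of the saposin-like family rose together in DMSO-treated worms. All 8 members named in this comparison were higher than in water (8 when adjusted over the list alone), with a median log2 difference of 1.71. The lysozyme gene *lys-7* (probe set 18582284) was at 7.26 ± 0.30 (SD, n = 2) in DMSO and 5.49 ± 0.12 (SD, n = 2) in water on the log2 scale, 3.42-fold higher. Its log2 fold change was 1.77 (standard error 0.23, adjusted p = 0.00184 from limma).

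Among the saposin-like genes, *spp-8* (probe set values 7.30 ± 0.082 in DMSO and 4.92 ± 0.066 in water, SD, n = 2 each) rose 5.21-fold and *spp-2* (9.66 ± 0.16 and 7.64 ± 0.11, SD, n = 2 each) rose 4.04-fold. Their adjusted p from limma was 0.000203 and 0.000486. *spp-18* and *spp-4* rose by 2.34 and 2.09 on the log2 scale. Among the members named in this comparison, the smallest rise was that of *spp-1*, from 5.53 ± 0.012 to 6.26 ± 0.045 (SD, n = 2 each), or 1.66-fold (adjusted p = 0.0234 from limma). The camera test gave adjusted p = 0.00159 for the saposin-like list and adjusted p = 0.151 with an estimated correlation.

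The other defence families were mixed. Of 4 lysozyme genes, 2 rose, 1 fell and 1 did not pass the test (3 higher and 1 lower when adjusted over the list alone), *lys-3* falling by 1.79 on the log2 scale (adjusted p = 0.00189 from limma). Of 14 C-type lectins, 6 rose, 1 fell and 7 did not pass (8 higher and 1 lower over the list alone), with log2 fold changes of 2.68 for *clec-85* and -2.00 for *clec-187*. As a list they missed the threshold (adjusted p = 0.0984 from camera, adjusted p = 0.476 with an estimated correlation), and passed it with dim probe sets left out (0.0135) and after cyclic loess normalization (0.0315). Of 3 antimicrobial peptide genes, *nlp-28* rose by 2.63 while *fipr-1* and *fipr-2* fell (1 higher and 2 lower over the list alone). In the same comparison the molting genes *wrt-4* and *qua-1*, with DMSO values under the median of all probe sets (1.56), fell by at least 4.41 and 3.52. A difference of stage from the water-treated worms therefore cannot be told apart from an effect of DMSO on these defence genes.

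The call of *spp-1* was lost without water replicate 1 (adjusted p = 0.124 from limma), water replicate 2 (0.129), DMSO replicate 1 (0.0837) or DMSO replicate 2 (0.104), and after cyclic loess normalization (0.0709). That of *fipr-1* was lost without water replicate 2 (0.0994), DMSO replicate 1 (0.0984) or DMSO replicate 2 (0.0954), and after quantile normalization applied again (0.121).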

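Genes of oocytes, of the germline and of DNA replication were lower in baicalein-treated worms than in DMSO-treated worms. Of 37 oocyte and early embryo genes named in this comparison, 29 fell, none rose and 8 did not pass the test (37 lower when adjusted over the list alone), with a median log2 difference of -1.58. Of 25 genes of germline proliferation and meiosis, 22 fell and 3 did not pass (25 lower over the list alone). Of 28 DNA replication genes, 25 fell and 3 did not pass (28 lower over the list alone).

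The log2 value of *mex-1*, an RNA-binding protein gene of the early embryo, was 5.61 ± 0.051 (SD, n = 2) with baicalein and 7.54 ± 0.079 (SD, n = 2) with DMSO. The log2 fold change was -1.93 (standard error 0.17, adjusted p = 0.00544 from limma). *oma-1*, needed for oocyte maturation, and *gld-3*, a germline RNA regulator, were 3.22 ± 0.12 and 3.21 ± 0.24 with baicalein against 5.51 ± 0.066 and 6.01 ± 0.055 with DMSO (SD, n = 2 each), with adjusted p = 0.00533 from limma for both. *cdc-7*, a kinase gene of replication origins, fell by 3.12 on the log2 scale, and *cdt-1*, which licenses them, by 2.46.

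Genes that handle RNA fell as well. Of 44 genes of the nuclear pore and RNA transport, 32 fell, 1 rose and 11 did not pass (42 lower and 1 higher over the list alone), with a median of -1.26. The importin gene *ima-1* fell by 2.35 and the nuclear pore gene *npp-3* by 1.88. Of 28 spliceosome genes, 20 fell and 8 did not pass (26 lower over the list alone), with a median of -1.21. The median of all genes named in this comparison was -0.45. Against these, the camera test gave adjusted p = 7.73e-06 for oocyte and for DNA replication genes, 3.87e-05 for the germline, 1.51e-05 for the nuclear pore list and 0.000714 for the spliceosome. With an estimated correlation these were adjusted p = 0.256 for the first 3 lists, 0.265 and 0.321.

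In all, 507 probe sets were higher (19.8% of the calls) and 2060 lower with baicalein at an adjusted p under 0.05 from limma. With quantile normalization applied again there were 1276 higher (45.9%) and 1503 lower, and after cyclic loess normalization 1403 higher (42.5%) and 1899 lower. Without DMSO replicate 1, 0 probe sets passed limma's threshold (smallest adjusted p = 0.0624), with 1658 higher and 3224 lower at an unadjusted p under 0.05. Higher and lower calls numbered 20 and 464 without DMSO replicate 2, 132 and 1046 without either water array, 1168 and 3047 without baicalein replicate 1, and 993 and 1631 without baicalein replicate 2.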

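Lists of cuticle collagens, neurons, sperm and energy metabolism lay higher with baicalein than with DMSO, although many members did not pass the test. Of 34 cuticle collagens named in this comparison, 16 rose, none fell and 18 did not pass the test (27 higher when adjusted over the list alone), with a median log2 difference of 0.80. Of 4 molting genes, 2 fell, *ptr-2* and *nhr-23*, and 2 did not pass (3 lower over the list alone), with a median of -1.53. Of 14 neuronal genes, 9 rose and 5 did not pass (11 higher over the list alone), with a median of 1.16. Of 21 sperm genes, 10 rose, 2 fell and 9 did not pass (13 higher and 2 lower over the list alone), and their median was 1.32.

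The collagen gene *dpy-13* was at 4.60 ± 0.013 (SD, n = 2) with baicalein and 2.21 ± 0.65 (SD, n = 2) with DMSO on the log2 scale, 5.25-fold higher (adjusted p = 0.00939 from limma). *sbt-1*, a chaperone gene of neuropeptide processing, was at 7.07 ± 0.19 and 5.28 ± 0.081 (SD, n = 2 each), a log2 fold change of 1.79 (standard error 0.20, adjusted p = 0.00729 from limma). The major sperm protein gene *msp-57* rose 2.79-fold. The sperm genes that fell were *spe-39*, a vesicle trafficking gene, and *spe-44*, a transcription factor gene.

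Of 26 genes of oxidative phosphorylation, 6 rose and 20 did not pass (18 higher and 2 lower over the list alone), with a median of 0.52. *sdha-1*, a subunit of succinate dehydrogenase, rose 2.12-fold. Of 16 genes of the tricarboxylic acid cycle, 5 rose, 1 fell and 10 did not pass (11 and 1 over the list alone), and of 12 genes of phenylalanine and tyrosine metabolism 4 rose, 2 fell and 6 did not pass (8 and 2 over the list alone), with *tatn-1* (tyrosine aminotransferase) rising by 1.43. Of 8 genes of fat breakdown, 3 rose, 1 fell and 4 did not pass (6 and 2 over the list alone), with the acyl-CoA synthetase gene *acs-2* 2.91-fold higher. Muscle and intestine genes lay at medians of 0.58 and 0.77, with 6 of 13 and 3 of 7 rising (11 higher and 1 lower, and 7 higher, over the list alone).

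With camera, adjusted p was 2.69e-10 for collagens, 3.64e-06 for neurons, 6.06e-05 for sperm, 4.12e-06 for oxidative phosphorylation, 0.000129 for the tricarboxylic acid cycle, 0.00682 for phenylalanine and tyrosine metabolism, 0.0221 for fat breakdown, 0.000112 for muscle and 0.00021 for intestine. With an estimated correlation none passed (adjusted p = 0.208 to 0.256). Besides DMSO replicate 1, without which no probe set passed (smallest adjusted p = 0.0624 from limma), leaving out DMSO replicate 2 ended the calls of *sbt-1* (0.0523), *sdha-1* (0.0998) and *tatn-1* (0.0806), and either water array that of *sdha-1* (0.0501).

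**Figure D2:**
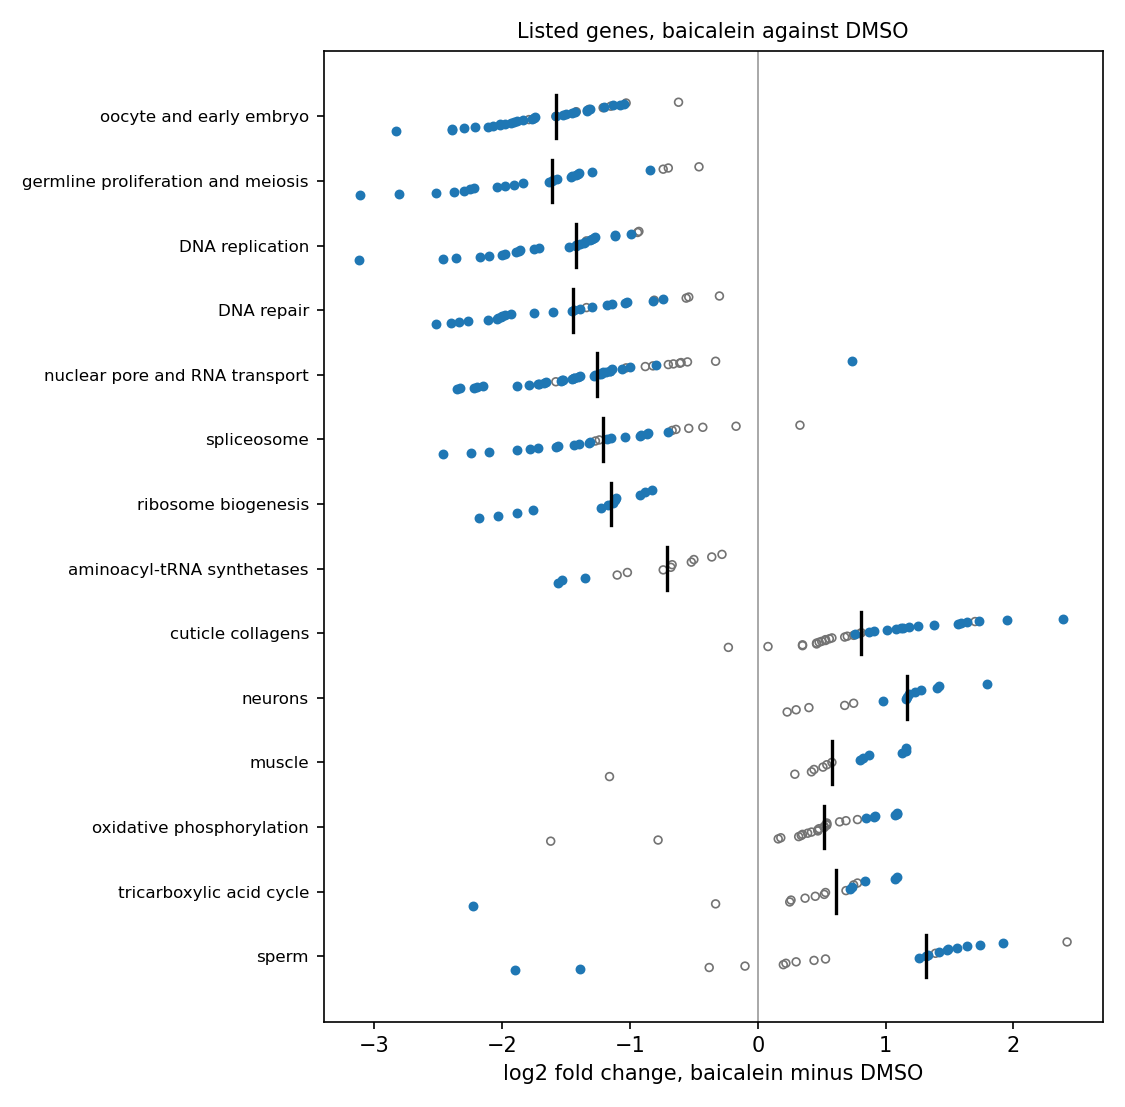
Log2 fold change of baicalein-treated against DMSO-treated worms (horizontal axis) for the genes of 14 lists named in this comparison, a point for each gene. Filled blue points passed an adjusted p under 0.05 from limma, open grey points did not, and the black bar is the median of the list. The oocyte list lies at a median of -1.58 and the neuronal list at 1.16.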

Microarray results for baicalein-treated worms indicated that several pathways were modulated, as illustrated in Figure 7 and in Table S2. 

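The phosphoinositide 3-kinase gene *age-1* fell and the metallothionein genes *mtl-1* and *mtl-2* rose in baicalein-treated worms against DMSO-treated worms. Of 10 insulin signalling genes named in this comparison, 8 fell, none rose and 2 did not pass the test (10 lower when adjusted over the list alone), with a median log2 difference of -1.13. This count pools members whatever their role, so it does not give the direction of signalling. The catalase gene *ctl-2* rose 2.15-fold.

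The log2 value of *age-1* (probe set 18492996) was 2.54 ± 0.25 with baicalein, 3.71 ± 0.058 with DMSO and 2.62 ± 0.11 with water (SD, n = 2 each), a signed fold change of -2.25 between baicalein and DMSO (adjusted p = 0.0172 from limma). The sirtuin gene *sir-2.1* (probe set values 2.56 ± 0.0057 and 3.33 ± 0.024, SD, n = 2 each) gave -1.71 (adjusted p = 0.0463 from limma). With the trial number as a block in the fit, the adjusted p of *sir-2.1* from limma was 0.0709. For the kinase gene *akt-1* the signed fold change was -1.67 (3.48 ± 0.14 against 4.22 ± 0.13, SD, n = 2 each), with an adjusted p of 0.0534 from limma. For the FOXO transcription factor gene *daf-16* (3.80 ± 0.016 against 4.31 ± 0.03, SD, n = 2 each) it was -1.42 with an adjusted p of 0.176 from limma, and its log2 difference of -0.51 turned to 0.10 with quantile normalization applied again.

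*mtl-1* (probe set 18593397) was at 8.15 ± 0.038 with baicalein, 5.95 ± 0.18 with DMSO and 7.58 ± 0.25 with water (SD, n = 2 each), 4.60-fold higher with baicalein than with DMSO (adjusted p = 0.00544 from limma). *mtl-2* (probe set 18595810) was at 7.57 ± 0.21, 5.00 ± 0.27 and 4.97 ± 0.31 (SD, n = 2 each), 5.95-fold higher (adjusted p = 0.0055 from limma). *ctl-2* was at 8.41 ± 0.024, 7.30 ± 0.063 and 8.35 ± 0.042 (SD, n = 2 each; adjusted p = 0.0125 from limma). As a list, the insulin signalling genes had adjusted p = 0.0141 with camera, adjusted p = 0.256 with an estimated correlation, 0.056 with dim probe sets left out and 0.0878 after cyclic loess normalization. Genes of germline proliferation and meiosis lay lower in the same arrays, at a median of -1.61.

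Without DMSO replicate 1 the adjusted p from limma was 0.115 for *age-1*, 0.193 for *sir-2.1*, 0.0624 for both *mtl* genes and 0.0841 for *ctl-2*, and without DMSO replicate 2 it was 0.0851 for *age-1*, 0.164 for *sir-2.1* and 0.0725 for *ctl-2*. The calls of *age-1* and *sir-2.1* were also lost without either water array (0.0522 and 0.0965), after quantile normalization applied again (0.203 and 0.338) and after cyclic loess normalization (0.0972 and 0.259), and that of *sir-2.1* without baicalein replicate 1 (0.0629) or 2 (0.0819) and with an intensity trend in the variance (0.112), while *akt-1* passed with arrays centred on their medians (0.0436).

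**Figure D3:**
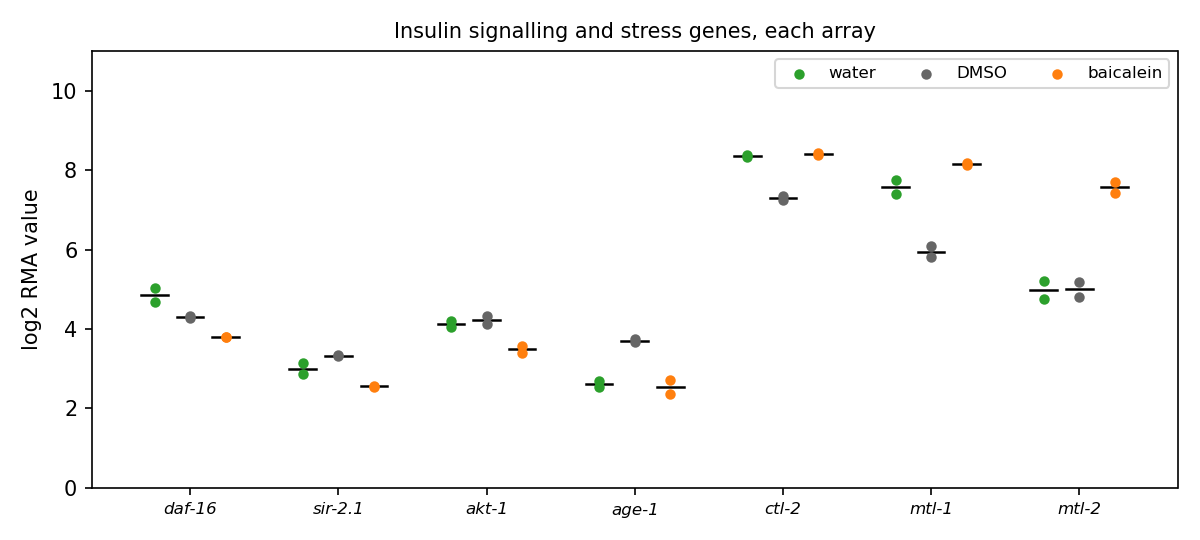
Log2 RMA value of 7 genes on each array (vertical axis), with water in green, DMSO in grey and baicalein in orange, a point for each array and a line at the mean of the group. The points of *mtl-2* lie near 7.57 in baicalein and near 5.00 in DMSO, while the order of DMSO and baicalein for *daf-16* turns when quantile normalization is applied again.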

The microarrays showed that baicalein treatment modulated the expression of genes *daf-16* (-1.33-fold vs. control, p ≤ 0.05), *sir 2.1* (−1.5-fold vs. control, *p* ≤ 0.05), *akt-1* (−1.58-fold vs. control, *p* ≤ 0.05), *age-1* (−2.1-fold vs. control, *p* ≤ 0.05), *ctl-2* (2.5-fold vs. control, *p* ≤ 0.05), *mtl-1* (6.7-fold vs. control, *p* ≤ 0.05 and *mtl-2* (8.8-fold vs. control, *p* ≤ 0.05) and *daf-18* (−5.55-fold vs. control, *p* ≤ 0.05). Baicalein also modulated the expression of mitochondrial proteins, such as the poly(ADP-ribose) polymerases (PARPs), *parp-1* (formerly known as *pme-1*, −4.14-fold vs. control, *p* ≤ 0.05) and *parp-2* (−3.8-fold vs. control, *p* ≤ 0.05).

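Both poly(ADP-ribose) polymerase genes fell along with other DNA repair genes in baicalein-treated worms. The log2 value of *parp-1* (probe set 18476764) was 3.54 ± 0.40 (SD, n = 2) with baicalein, 5.57 ± 0.36 (SD, n = 2) with DMSO and 3.12 ± 0.29 (SD, n = 2) with water. That of *parp-2* (probe set 18481392) was 2.42 ± 0.39, 4.69 ± 0.32 and 2.43 ± 0.44 (SD, n = 2 each). Of 28 DNA repair genes named in this comparison, these genes among them, 23 fell, none rose and 5 did not pass the test (27 lower when adjusted over the list alone), with a median log2 difference of -1.45.

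Between baicalein and DMSO the log2 fold change was -2.04 for *parp-1* (standard error 0.29, adjusted p = 0.0118 from limma) and -2.27 for *parp-2* (standard error 0.30, adjusted p = 0.0106 from limma). Between DMSO and water it was 2.46 for *parp-1* and 2.27 for *parp-2*, with adjusted p = 0.00118 and 0.00214 from limma. Among the other repair genes, *msh-6* of mismatch repair fell by 2.52 on the log2 scale (adjusted p = 0.00533 from limma), *xpc-1* of nucleotide excision repair by 2.40 and the exonuclease gene *exo-1* by 2.01. For DNA repair as a list, camera gave adjusted p = 3.87e-05, and adjusted p = 0.256 with an estimated correlation. The DNA replication genes lay lower in the same arrays, at a median of -1.42.

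With DMSO replicate 1 left out no probe set passed, and the adjusted p from limma was 0.0938 for *parp-1*, 0.0929 for *parp-2* and 0.0624 for *msh-6* and *exo-1*. Without DMSO replicate 2 it was 0.0544 for *parp-1* and 0.0554 for *parp-2*.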

mTOR (mammalian target of rapamycin) pathway was also affected by baicalein treatment. 

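The translation initiation factor gene *ife-3*, the RICTOR gene *rict-1* and the RAPTOR gene *daf-15* fell in baicalein-treated worms against DMSO-treated worms. The differences of *let-363*, which encodes the TOR kinase, and of the forkhead transcription factor gene *pha-4* did not pass the test.

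*ife-3* (probe set 18582052) was at 6.85 ± 0.045 (SD, n = 2) with baicalein and 8.07 ± 0.019 (SD, n = 2) with DMSO on the log2 scale, a signed fold change of -2.34 (adjusted p = 0.0101 from limma). *rict-1* (probe set 18498349) was at 3.05 ± 0.37 and 4.66 ± 0.12 (SD, n = 2 each), a signed fold change of -3.06 (adjusted p = 0.0113 from limma). *daf-15* (probe set 18533687) was at 2.95 ± 0.55 and 4.37 ± 0.10 (SD, n = 2 each), which gives -2.67 (adjusted p = 0.0294 from limma). For *let-363* (probe set 18450980) the values were 3.23 ± 0.20 and 3.67 ± 0.078 (SD, n = 2 each), and its log2 difference of -0.44 (adjusted p = 0.241 from limma) turned to 0.11 with quantile normalization applied again and to 0.04 after cyclic loess normalization. For *pha-4* (probe set 18569391) they were 2.38 ± 0.035 and 2.77 ± 0.24 (SD, n = 2 each), and its log2 difference of -0.39 (adjusted p = 0.452 from limma) turned to 0.08 after cyclic loess normalization. In water *pha-4* was at 5.21 ± 0.40 (SD, n = 2), above DMSO by a log2 difference whose adjusted p was 0.000586 from limma. *ife-3* was at 5.65 ± 0.085 in water (SD, n = 2), below both DMSO (adjusted p = 0.000122 from limma) and baicalein (0.00295). *rict-1* and *daf-15* were at 3.41 ± 0.093 and 3.78 ± 0.20 in water (SD, n = 2 each). Their differences between baicalein and water did not pass the test (adjusted p = 0.274 and 0.0804 from limma). So the falls against DMSO were not shown to go under the level in water. In the same comparison of baicalein with DMSO, the oocyte and early embryo genes *zyg-1*, of centriole duplication, and *par-3*, of cell polarity, fell by 2.39 and 2.11.

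Without DMSO replicate 1 the adjusted p from limma was 0.0828 for *ife-3*, 0.094 for *rict-1* and 0.174 for *daf-15*, and without DMSO replicate 2 it was 0.06, 0.0638 and 0.13. The call of *daf-15* was also lost without either water array (0.0702) and with quantile normalization applied again (0.0526).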

Microarrays showed downregulation of *let-363* (−1.26-fold vs. control, *p* ≤ 0.05), *daf-15* (−1.7-fold vs. control, *p* ≤ 0.05) and *ife-3* (−2.8-fold vs. control, *p* ≤ 0.05), *rict-1* (−2.00-fold vs. control, *p* ≤ 0.05), and overexpression of *pha-4* (1.03-fold vs. control, *p* ≤ 0.05).

## 4. Discussion

All organisms generate heat shock proteins (HSPs) as a means of protection from oxidative damage. This response could be enhanced by the addition of bioactive compounds which confer resistance to oxidative stress to cells and organisms. However, the results obtained from the strain TJ375 showed that only 6,7-dihydroxyflavone and chrysin had a protective effect related to oxidative stress, by decreasing the fluorescence by up to 88.9% and 22.5%, respectively. The results from the treatment with 6,7-dihydroxyflavone suggest that its ability as stress-response gene modulator was stronger than previously tested polyphenols such as aspalathin or epigallocatechin gallate. These compounds increased the oxidative stress resistance of the treated *C. elegans* by 27.0% and 26.74% respectively [25,26]. The rest of the flavonoids here tested showed little activity towards oxidative stress in the worms (Figure 2B,D), suggesting that even through structurally similar, their effects, stability or bioavailability may be different. To further study the effect of flavonoids on oxidative stress resistance, the expression of the enzymes GST-4 and GCS-1 was analyzed. GCS-1 is regulated by SKN-1 transcription factor, while GST-4 could be regulated in a *skn-1*-dependent manner, or as demonstrated by Detienne et al. [27], the activation can be mediated by the epidermal growth factor (EGF) pathway and the EOR-1 transcription factor. This is independent of SKN-1 and the oxidative stress resistance pathway. All the flavones studied in this work showed effects towards both of the reporters except chrysin, which only showed a mild effect with the GST-4 reporter and scutellarein, which did not have any effect in the tested *C. elegans* strains (Figure S1E,F).

The bioactive properties of flavonoids are also related to fat metabolism and consequent reductions of fat storage and obesity [28,29]—a situation that increases the risk of suffering from several pathologies that nowadays affect 11–15% of the worldwide population [30], including cardiovascular diseases, type 2 diabetes and cancer. The results obtained after ORO staining showed that the six molecules studied were able to reduce the fat storage. These results agree with those reported from other flavonoids, such as naringenin and kaempferol [31], which eliminated 60–80% of total fat storage, and it is an indication of the ability of these compounds to improve the health by reducing fat accumulation.

The health-promoting effects of flavonoids in the diet were also measured as their ability to expand the lifespan of the wild-type *C. elegans*. The obtained survival curves and mean lifespans indicated that the flavonoids tested expanded the *C. elegans* mean lifespan in a dose-dependent manner over the concentration ranges used (Figure 3, Figure S3 and Table S1). Prior studies have shown similar results with other flavonoids, such as myricetin and quercetin, which prolonged *C. elegans’* lifespan by 18.0% and a 5.8%, respectively, when worms were treated with 100 µM of each compound [11]. The researchers associated this lifespan extension effect with the number of hydroxyl groups in the B-ring and with the structure of the C-ring, being the most active molecule myricetin, which presents three hydroxyl groups in the B-ring. According to this hypothesis, 6-hydroxyflavone should be the molecule with the lowest antioxidant activity, and therefore less active, since it presents only one hydroxyl group. However, with only one hydroxyl group it was probably the most stable and the least prone to forming oxidation species that may could the bioactive potential of the molecules when exposed to the medium for 48 h. Scutellarein, having four hydroxyl groups, and 6,7-dihydroxyflavone and 7,8-dihydroxyflavone, with two hydroxyl groups in ortho positions, are more susceptible to oxidation than 6-hydroxyflavone, with one hydroxyl group, chrysin, with two hydroxyls in meta positions, and baicalein, with three hydroxyl groups in ortho positions. Nevertheless, the assay revealed the potential of all the tested flavonoids as health-promoting compounds, mainly baicalein, chrysin and 6-hydroxyflavone.

The loss of chrysin’s effects in the mutant strain CF1038 (*daf-16(mu86)*) showed that its positive effects are related to the IIS insulin signaling and strictly dependent on DAF-16. The transcription factor DAF-16 is active when it is translocated into the cell nuclei, and it is inactive when it shows low diffuse fluorescence in the cytoplasm. Thus, the translocation of DAF-16 to the nuclei observed in the mutant strain TJ356 (*daf-16::GFP*) supported that chrysin prolongs *C. elegans’* lifespan in a DAF-16-dependent manner.

Baicalein and 6-hydroxyflavone did not produce similar results, suggesting that they are not dependent on DAF-16 and their health-promoting effects might be due to the redox active signaling pathway. In *C. elegans*, this pathway involves the transcription factor SKN-1, an ortholog to the human Nrf2 [24]. SKN-1 activates enzymes that work as radical scavengers and transfer glutathione. SKN-1 is located in the ASI neurons (putative hypothalamus) in response to dietary restrictions, and in the gut nuclei in response to oxidative stress.

The results obtained from the SKN-1 deficient strain QV225 (*skn-312 1(zj15)*) of *C. elegans* clearly indicated for the first time that the longevity effects of 6-hydroxyflavone in *C. elegans* are mediated by the SKN-1 transcription factor and the redox active pathway. These results were supported by those obtained from the mutant strain LD1 (*skn-1 b/c::GFP*), showing green fluorescence in the gut cell nuclei and ASI neurons when the transcription factor was active (Figure 5A,B). Moreover, 6-hydroxyflavone increased the expression of two downstream targets of SKN-1: GCS-1 and GST-4 (Figure S1), supporting once again that the beneficial effects of this compound are mediated by the redox active pathway.

However, lifespan expansion effects of baicalein were not totally dependent on SKN-1 (although it upregulated GST-4 and GCS-1 expression), or totally dependent on the IIS insulin signaling pathway, and further investigation at the transcriptomic level was necessary to elucidate the mechanisms involved in its lifespan extension.

Microarray analysis of worms treated with DMSO as the control showed the upregulation of microbial defense and innate immune response genes such as *lys-7* that encode antimicrobial lysozymes or the SPP family (Saposin-like protein family), along with *spp-1*, *spp-2* or *spp-8*, which are antibacterial peptides present in the lumen of *C. elegans* [32]. Overexpression of *lys-7* by DMSO has been previously reported using quantitative real-time PCR [23], supporting the results obtained in this microarray.

Baicalein treatment downregulated genes involved in the insulin signaling pathway, including *daf-16*, *sir 2.1*, *akt-1* and *age-1*. These results are consistent with the results obtained with the DAF-16-deficient mutant strain and the above-mentioned TJ375 strain, which was used to evaluate the antioxidant effects of the compounds in vivo. Although baicalein is not DAF-16-dependent, the molecule is able to upregulate the genetic expression of some enzymes downstream of DAF-2/DAF-16 involved in stress resistance, such as catalase *ctl-2* and metallothioneins *mtl-1* and *mtl-2*; and elevated levels of these proteins may contribute to ROS degradation and therefore to lifespan extension [33]. 

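Most named genes of the DAF-16 target list rose with baicalein. Of 9 such genes named in the comparison with DMSO, 8 rose, none fell and 1, the small heat shock protein gene *sip-1*, did not pass the test (8 higher when adjusted over the list alone), with a median log2 difference of 1.07. Beside the catalase and metallothioneins, the lysozyme gene *lys-7* rose by 1.21 on the log2 scale (adjusted p = 0.0264 from limma) and the fatty acid desaturase gene *fat-5* by 1.05 (adjusted p = 0.0154 from limma).

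Of 7 antioxidant enzyme genes, 3 rose and 4 did not pass (5 higher over the list alone). These were *ctl-2*, the thioredoxin gene *trx-3*, 2.30-fold higher (adjusted p = 0.0146 from limma), and the glutathione peroxidase gene *gpx-6*, under the median of all probe sets (1.56) with DMSO and higher by at least 0.35 on the log2 scale (adjusted p = 0.0437 from limma). The superoxide dismutase gene *sod-1* had a log2 fold change of 0.47 (adjusted p = 0.155 from limma). The arrays of *trx-3* read 7.35 and 7.57 in water, 2.84 and 3.11 with DMSO and 4.15 and 4.21 with baicalein. Compared with water, baicalein left 0 of 8 antioxidant enzyme genes higher, 2 lower and 6 not passing, with a median of -0.34. For the 9 DAF-16 targets above, the median against water was 0.57. The 11 named in either table gave 6 higher, 0 lower and 5 not passing, with a median of 0.99. Against water *ctl-2* and *mtl-1* did not pass (adjusted p = 0.821 and 0.0889 from limma), while *mtl-2* and *lys-7* did (0.000573 and 0.000278). Of 7 glutathione S-transferase genes, 3 rose and 4 did not pass (7 higher over the list alone), with *gst-20* higher 2.40-fold (adjusted p = 0.0244 from limma). In the camera test adjusted p was 8.12e-05 for the DAF-16 targets, 0.022 for the antioxidant enzymes and 0.00085 for the glutathione S-transferases, and adjusted p = 0.213, 0.256 and 0.208 with an estimated correlation. When genes named in either table served as background, a setting added after the data were seen, the list of antioxidant enzymes had an adjusted p of 0.0536.

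No probe set passed without DMSO replicate 1 (smallest adjusted p = 0.0624 from limma), and without DMSO replicate 2 the adjusted p was 0.135 for *lys-7*, 0.0776 for *fat-5*, 0.06 for *trx-3*, 0.129 for *gpx-6* and 0.133 for *gst-20*. Without either water array it was 0.0693 for *lys-7*, 0.0523 for *fat-5* and 0.113 for *gpx-6*, that of *gpx-6* was 0.0656 and 0.0611 without baicalein replicates 1 and 2 and 0.0787 with arrays centred, and that of *gst-20* was 0.0526 with quantile normalization applied again.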

Downregulation of mitochondrial *parp-1* and *parp-2* could be involved in the increase of lifespan produced by baicalein. It has been reported that RNAi silencing of *parp-1* or treatment with PARP inhibitors in wild-type worms increased their lifespan in the range of 15–29% by raising the NAD+ levels [34]. In addition, several studies concluded that the repression of *parp-1* could be an interesting approach to develop synthetic lethality in cancer cells [35] and in the regulation of the anti-inflammatory response [36].

Baicalein also inhibited the mTOR pathway by downregulating *let-363*, the *C. elegans* ortholog to human mTOR; *daf-15*, the ortholog to human RPTOR; *ife-3*; and *rict-1;* and resulted in the overexpression *pha-4*. Many studies have reported relationships between mTOR and human diseases such as cancer, cardiovascular diseases, diabetes, obesity and neurological disorders, which are involved in age-related diseases and in lifespan regulation [37]. mTOR is the main component of two different multiprotein complexes mTORC1 and mTORC2, which are involved in the regulation of the synthesis of proteins needed for cell growth and proliferation [38]. It has been reported that an inhibition of mTORC1 or mTORC2 in *C. elegans* produced a lifespan extension dependent on SKN-1, but the inhibition of mTOR did not increase the presence of SKN-1 in cell nuclei [24,39], as happened to the worms treated with baicalein in this study. In addition, PHA-4 transcription factor is described as necessary for the longevity effects associated with mTOR inhibition [40], and indeed *pha-4* was upregulated in the worms treated with baicalein, as shown in the microarrays performed.

Microarray testing was performed for worms treated with baicalein at the highest concentration measured (i.e., 100 µM) and the results show how even though the lifespan extension at 100 µM was low, the effects of the flavonoid baicalein on *C. elegans* may be partially related to the downregulation of the expression of mTOR, which produces a lifespan extension dependent on SKN-1, this being the same effect reported in worms treated with rapamycin [39]. These results agree with the mechanism of action proposed for baicalein in human cancer cell lines [41,42], which showed growth inhibition of cancer cells via mTOR inhibition. 

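In the TOR pathway list of 23 genes, 7 were named in the comparison of baicalein with DMSO. Of these 5 fell, none rose and 2 did not pass the test (5 lower when adjusted over the list alone), with a median log2 difference of -1.22. The count pools members whatever their role, so it does not measure the activity of the pathway. Beyond *ife-3*, *rict-1* and *daf-15*, the genes that fell were *ifg-1*, a scaffold of translation initiation, and *aak-1*, a catalytic subunit of AMP-activated kinase. *ifg-1* was at 4.14 ± 0.61 (SD, n = 2) with baicalein and 5.80 ± 0.19 (SD, n = 2) with DMSO, a log2 fold change of -1.67 (standard error 0.31, adjusted p = 0.0238 from limma), and *aak-1* fell by 0.88 (adjusted p = 0.0426 from limma).

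The lists of protein synthesis were each tested against the other named genes, not against each other. Of 49 listed ribosome biogenesis genes only 12 were named, and the rest could not be read. All 12 named genes fell (12 when adjusted over the list alone), with a median of -1.15, the pre-ribosome processing gene *pro-2* by 1.76 on the log2 scale. Of 12 aminoacyl-tRNA synthetase genes, 3 fell and 9 did not pass (10 lower over the list alone), with a median of -0.71 and log2 fold changes of -1.53 for *ears-1* and -1.56 for *pars-2*. Of 13 mitochondrial ribosomal protein genes, 7 fell and 6 did not pass (12 lower over the list alone). Of 8 named cytosolic ribosomal protein genes, none passed (2 higher and 1 lower over the list alone), with a median of -0.17. Their adjusted p from camera was 0.555, and 0.813 with an estimated correlation. By camera, adjusted p was 0.0574 for the TOR pathway, 0.0038 for ribosome biogenesis, 0.0341 for the synthetases and 0.0166 for the mitochondrial ribosome, and adjusted p = 0.256, 0.279, 0.362 and 0.256 with an estimated correlation. From the lower *let-363*, *daf-15*, *ife-3* and *rict-1* and the higher *pha-4* of its own analysis, the paper proposes that the effects of baicalein may be related in part to lower mTOR expression, which it links to a lifespan extension through SKN-1. It also draws on other assays with baicalein. These are the lifespan effect lost in *skn-1* deficient worms, no significant move of SKN-1 into gut nuclei, and lower fat storage.

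Without DMSO replicate 1 no probe set passed (smallest adjusted p = 0.0624 from limma), and without DMSO replicate 2 the adjusted p was 0.141 for *ifg-1*, 0.0762 for *ears-1* and 0.0638 for *pars-2*, with 0.0595 for *ifg-1* without either water array. The call of the list of aminoacyl-tRNA synthetases was lost without baicalein replicate 1 (0.059) or 2 (0.0719), with dim probe sets left out (0.145) and after cyclic loess normalization (0.0945), the last 2 settings also ending that of the mitochondrial ribosomal proteins (0.0758 and 0.0624), whereas with names from both tables, a setting added after the data were seen, the TOR pathway passed (0.0144).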

Further studies with experiments at lower concentrations of baicalein would be of relevance to link the regulation of these genes and the total extension of *C. elegans* lifespan. From the results of the present study, it is clearly shown that the lifespan extension of *C. elegans* and human cancer cells’ inhibition by baicalein share the same molecular mechanism.

Baicalein seems also to be a repressor of DAF-18, the ortholog of human PTEN tumor suppressor, which is involved in several diseases, such as Bannayan–Riley–Ruvalcaba syndrome, carcinomas (multiple) and reproductive organ cancer (multiple). It is proposed that a reduction of PTEN may increase insulin and/or insulin-like growth factor signaling. However, an increase of PTEN activity may cause insulin resistance, as happens in late onset diabetes disease [43]. In *C. elegans age-1* mutants, the suppression of *daf-18* caused a decrease in fat storage [43], and adipogenesis reduction has also been reported as a response of mTOR and RPTOR inhibition [44].

Thus, the fat storage reduction reported in this work by the worms treated with baicalein (Figure 2) agrees with the inhibition of mTOR and RPTOR and the additional activation of the redox active pathway and SKN-1 transcription factor. Besides, the downregulation of PARP expression may increase the NAD^+^ levels and therefore contribute to the lifespan extension.

## 5. Conclusions

The results showed that all flavonoids tested increased the mean lifespan of the model animal *C. elegans* in a dose-dependent manner, the most active molecules being baicalein, chrysin and 6-hydroxyflavone. The cytoplasmic stress resistance assay showed that only 6,7-dihydroxyflavone was able to enhance the oxidative stress resistance of *C. elegans* by reducing the pharynx fluorescence by 88.9%. However, the oxidative stress resistance assay showed that 6-hydroxyflavone and 6,7-dihydroxyflavone increased the stress resistance by upregulating the GST-4 expression by 65.3% and 94.3% respectively. The other flavonoids had mild effects, suggesting that their positive effects on lifespan are not mainly related to oxidative stress resistance and radical scavenging properties. The results from the mutant strains for DAF-16 and SKN-1 transcription factors treated with the best enhancers of lifespan showed how different pathways are involved in the flavonoids’ lifespan extensions of *C. elegans*.

Chrysin expanded the lifespans of the worms in a DAF-16-dependent manner, whereas baicalein and 6-hydroxyflavone prolonged *C. elegans’* lifespan via SKN-1 pathway. RNA microarray for baicalein-treated worms showed the downregulation of the mTOR pathway, which leads to a reduction in lipids and to an activation of the redox active pathway and SKN-1 transcription factor, thereby being responsible for the lifespan extension in *C. elegans*. Additionally, the repression of some mitochondrial protein’s genes such as *parp-1* and *parp-2* may contribute to the longevity effects shown. Altogether, the results are an indication that baicalein may be a potential drug for the treatment of diseases in which mTOR or PARPs are involved. Additionally, the tested flavonoids should be further investigated for possible effects in the prevention and treatment of obesity, as they reduced fat accumulation in the model animal. In this sense, the most effective molecule was chrysin, which was able to reduce the fat storage by 38.9% compared to control animals.

## Figures and Tables

**Figure 1:**
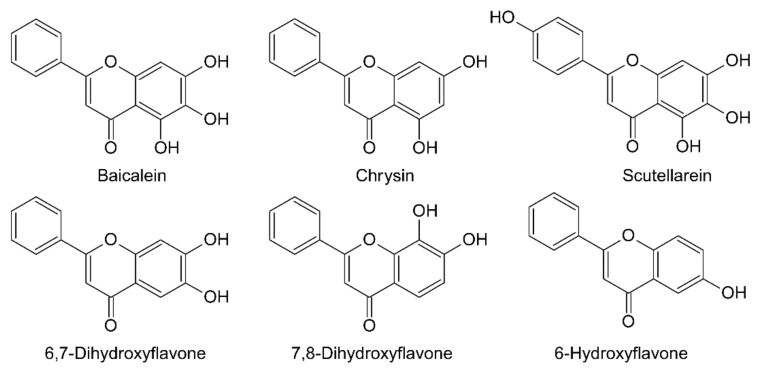
Chemical structures of the flavonoids used in this work.

**Figure 2:**
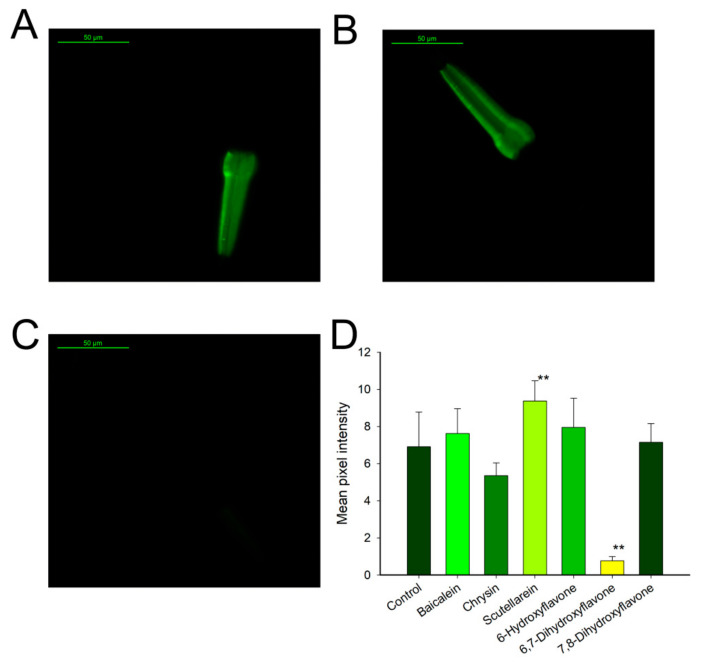
Flavonoids effect on *Caenorhabditis elegans* strain TJ375 (*hsp-16.2p::GFP*) model of oxidative stress resistance. (**A**) Representative image of a TJ375 control worm. (**B**) Representative image of a TJ375 worm treated with 100 µM of baicalein. (**C**) Representative image of a TJ375 worm treated with 100 µM of 6,7-dihydroxyflavone. (**D**) Quantification of the effect of pre-treatment with flavones in oxidative stress resistance measured through fluorescence integration. Data are represented as mean ± S.D, *n* > 10; two independent experiments were performed; ** significant at *p* ≤ 0.05 by ANOVA test. Scale bar: 50 μm, magnification 40×.

**Figure 3:**
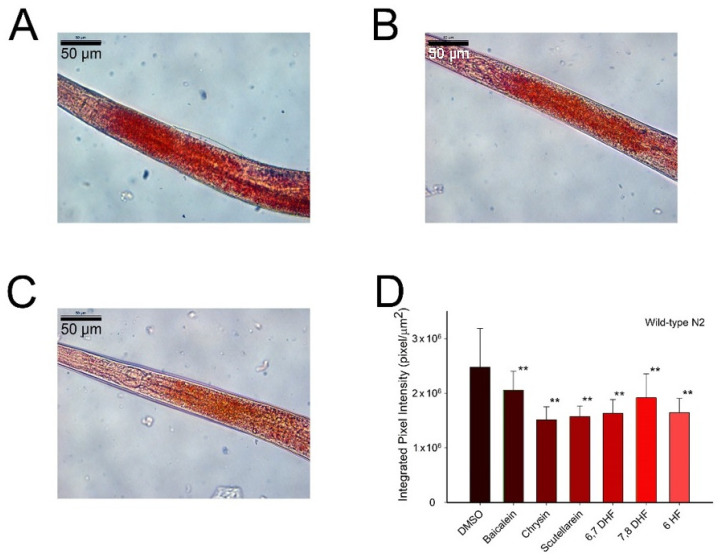
Effects of flavonoids on fat accumulation in *C. elegans* measured with Oil Red O (ORO). (**A**) DMSO control worms. (**B**) Worm treated with 100 µM of scutellarein. (**C**) Worm treated with 100 µM of chrysin. (**D**) Lipid content measurement with ORO staining in *C. elegans* treated with 100 µM of each flavonoid. Data are represented as mean ± S.D, *n* > 10; two independent experiments were performed; ** significant at *p* ≤ 0.05 by ANOVA test. Scale bar: 50 μm, magnification 40×.

**Figure 4:**
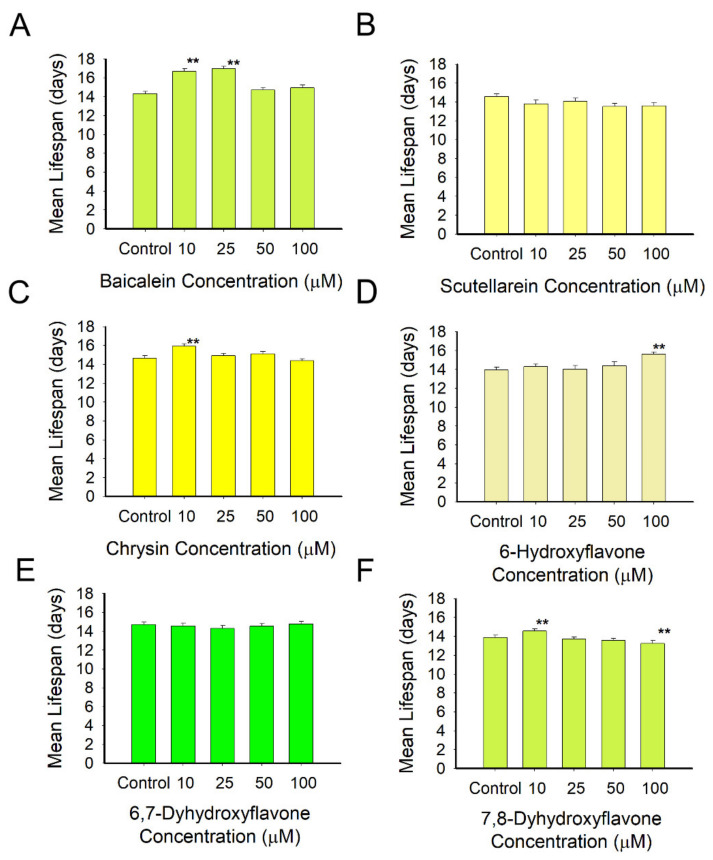
Mean lifespans of wild-type *C. elegans* treated with different doses of flavonoids (0, 10, 25, 50 and 100 µM). (**A**) Baicalein, (**B**) scutellarein, (**C**) chrysin, (**D**) 6-hydroxyflavone, (**E**) 6,7-dihydroxyflavone and (**F**) 7,8-dihydroxyflavone. Data are represented as mean lifespan ± S.E. ** significant at *p* ≤ 0.05 by log-rank test.

**Figure 5:**
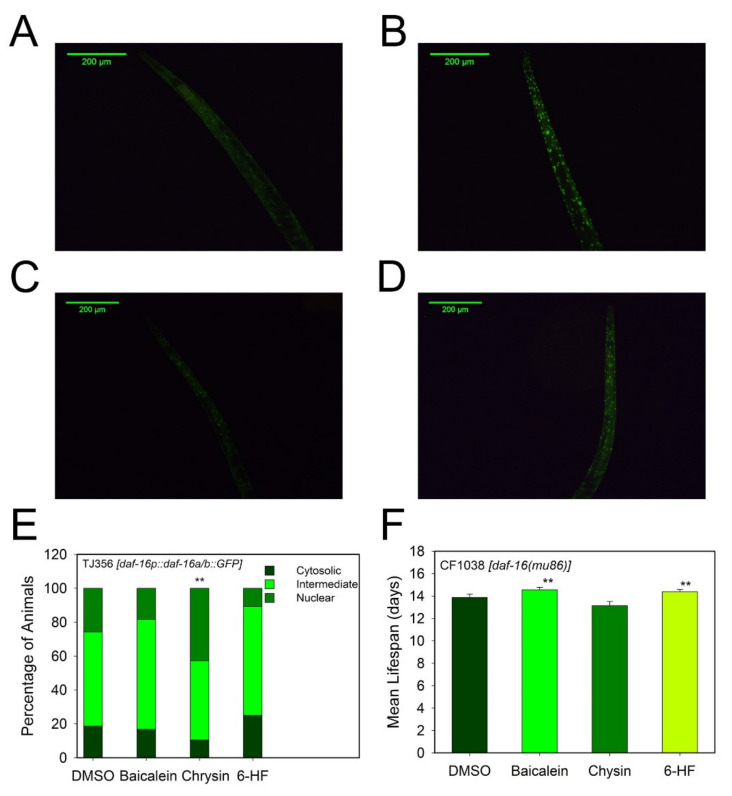
Biological confirmation of flavonoids’ activities in the insulin signaling pathway. Representative images are shown for (**A**) TJ356 (*daf-16::GFP*) negative control, (**B**) localization of TJ356 (*daf-16::GFP*) in worms treated with DMSO, (**C**) localization of TJ356 (*daf-16::GFP*) after baicalein treatment and (**D**) (*daf-16::GFP*) localization after chrysin treatment. (**E**) Histogram summarizing the fraction of TJ356 worms with cytosolic, intermediate or nuclear localization of DAF-16 (*daf-16::GFP*) after flavonoid treatment. (**F**) Mean lifespan of CF1038 (*daf-16 (mu86)*) worms treated with 25 µM of baicalein, 10 µM of chrysin or 100 µM of 6-hydroxyflavone. Data are represented as mean ± S.D, *n* > 10; two independent experiments were performed; ** significant at *p* ≤ 0.05 by ANOVA test. Scale bar: 200 μm, magnification 10×.

**Figure 6:**
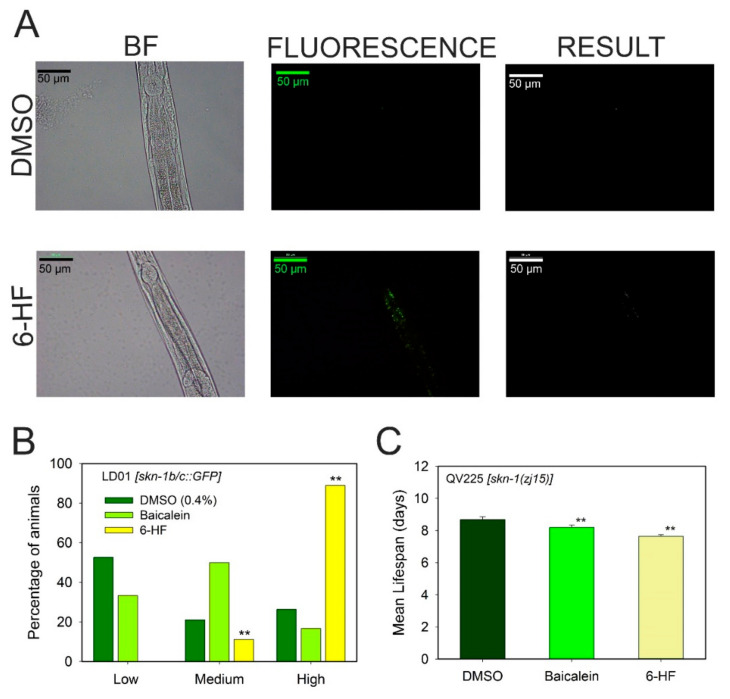
Effects of the different flavonoids on the redox active pathway. (**A**) LD1 strain (*skn-1 b/c::GFP*) treated with DMSO as control and treated with 100 µM of 6-hydroxyflavone. (**B**) Results of the integrated fluorescence of the gut in LD1 worms treated with 100 µM of each flavone. (**C**) Changes in mean lifespan results for mutant worms QV255 (*skn-1(zj15)*) treated with 100 µM of flavone. Data are represented as mean ± S.D, *n* > 10; two independent experiments were performed; ** significant at *p* ≤ 0.05 by ANOVA test. Scale bar: 50 μm, magnification 40×.

**Figure 7:**
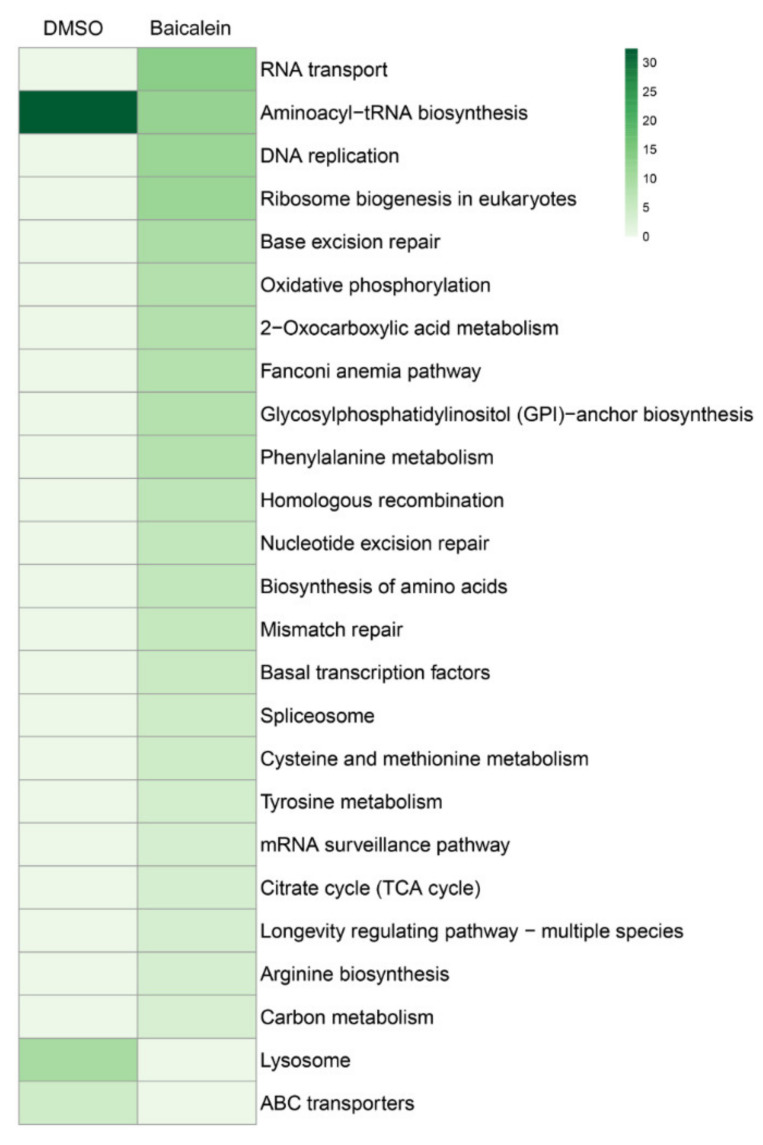
Principal component analysis (PCA) of *C. elegans* pathways altered by baicalein treatment (100 µM) vs. control worms treated with DMSO.

## Data Availability

The microarray data from this publication have been deposited in the GEO database (NCBI) (https://www.ncbi.nlm.nih.gov/geo/ released and accessed on 11 March 2021) and assigned the identifier GSE134775.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-3921/10/3/438/s1. Figure S1. Flavones’ effects on GST-4 and GSC-1 expression, Figure S2. Effects of flavonoids stained with Red O (ORO), Figure S3: Lifespan curves adjusted to Kaplan–Meier estimator for the *C. elegans* strain N2 treated with individual flavonoids, Figure S4: Lifespan curves adjusted to Kaplan–Meier estimator for the *C. elegans* strain CF1038 treated with individual flavonoids baicalein, chrysin and 6-hydroxyflavone, Figure S5: Lifespan curves adjusted to Kaplan–Meier estimator for the *C. elegans* strain QV225 treated with baicalein and 6-hydroxyflavone, Table S1: Survival data for the *C. elegans* treated with flavonoids. Table S2. Pathways modulated by baicalein treatment.

How the deposited data were processed for this re-analysis (not part of the article)

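Arrays of whole worms kept for 48 h at 20 °C in water, in 0.4% DMSO or in 100 µM baicalein with DMSO were used, 2 per group. The methods give 3 independent samples per group, and the arrays used here are numbered as trials 1 and 2. The amounts were 3.5 ng of RNA for amplification and 3.75 µg of cDNA for hybridization. The log2 values are those made by the authors, according to the methods with RMA, which corrects background, takes log2 and applies quantile normalization, in Affymetrix Expression Console. Their upper quartiles range from 2.46 to 3.26, so these arrays do not share a single distribution, and which arrays were normalized together is not stated. Its version and annotation build are not stated. The array values ran up to 11.59 and their medians lay between 1.42 and 1.59, so that a value near 1.56, the median over all probe sets, is read as little signal over background. Where a group mean lies at or under it, a change is given as a lower bound, with lower means raised to 1.56, a choice made after the values were seen. Probe sets carry no names in the matrix of values, so control probe sets, which were to be left out, could not be told apart and were kept.

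For each of the comparisons of baicalein with DMSO and of DMSO with water, the authors deposited a table from Partek Genomics Suite. The p-value in it is the authors' unadjusted p from their analysis of variance, and the table holds only entries with a p of 0.05 or less. The ratio is the authors' linear ratio of geometric means. The signed score is the authors' fold change, which is minus the inverse of the ratio where the ratio is below 1, and their sums of squares and F are scores of the same analysis. The table of baicalein against DMSO has 3619 entries, 1499 higher and 2120 lower, and that of DMSO against water has 1982, 1597 higher and 385 lower. In the second table, 113 entries were shifted by commas inside a gene description and were read relative to their direction cell. These tables were used for gene names and for comparison of fold changes.

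Names came from those tables alone and cover 4956 probe sets, 4299 named by accession, 572 by a current symbol and 85 as the table writes them. Of these, 29 hold more than 1 gene, and 358 symbols were updated. All other probe sets are unnamed here, and a list holds only those of its genes that a table names.

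All arrays entered a limma fit (limma 3.58.1 in R 4.3.3) of the 3 groups with moderated variances, 3 residual degrees of freedom and a prior of 3.51. p-values were adjusted by Benjamini-Hochberg for each comparison over all probe sets, and an adjusted p under 0.05 was called. No probe set was filtered out. The 45 gene lists of pathways, tissues and stages were tested with camera, with a correlation of 0.01 between genes, where at least 5 members were named. The background was the genes named in the table of the comparison, or in both tables for baicalein against water. The plan was to use all measured genes as background, which the names did not allow. A gene was represented by its probe set of highest mean. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 read the tables and ran the other tests.

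The genes named in the text are those that the paper names for these arrays, the 10 with the largest change in each direction among those past the threshold with all arrays of the groups apart, and up to 4 examples per list, those with the smallest p. The genes *gcs-1*, *gst-4*, *hsp-16.2* and *skn-1*, which neither table names, were not analysed here, and the result of a further gene is not reported here. The genes that the paper names had values stated in its text, which were seen when the rule was written. Other members of a small count were named after their values were seen.

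The fit was tested on simulated data, in which changes were added to the probe sets of the comparison of baicalein with DMSO. Of 50 changed probe sets per size, 0% were recovered at 1.5-fold, 2% at 2-fold, 48% at 4-fold and 86% at 8-fold, and 2 of 70 calls were false. In that simulation only 200 of 29317 probe sets were changed, against 507 higher and 2060 lower calls in the data. Its adjusted threshold was therefore stricter, and these shares are not the power of the tests on the data. Camera found 2 of 2 shifted lists among genes simulated without correlation, so that result does not bear on the estimated correlation.

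Alternatives were a trend of the variance with intensity, only the arrays of the compared groups, arrays centred on their medians, quantile normalization applied again, cyclic loess normalization, dim probe sets left out, a block for the trial number, the methods' test with and without adjustment, an unadjusted p, each array left out in turn and, for lists, an estimated correlation. A background of names from both tables was added after the data were seen. The authors' p-values were not run as an alternative, since the tables stop at a p of 0.05, and neither were another background correction or a block for the array strip, for which no values were used here. The lifespan and survival assays and the other flavonoids were not analysed here.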

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

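Of the tests in this part, those of larval RNA, of a smaller oocyte share, of scaling between water and DMSO and of an earlier stage were chosen only after the result was seen.

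Oocyte and early embryo genes, which the paper does not discuss, were lower with baicalein than with DMSO, 29 of 37 at an adjusted p under 0.05 from limma. A different spread of values on the baicalein arrays is argued against, since with quantile normalization applied again the median of the list was -1.53, with 37 of 37 negative, and those of the germline and DNA replication lists were -1.43 and -1.09. RNA of molting larvae mixed into the baicalein cultures would need a share of 70.7% and a median of 3.86 for the molting genes, and is argued against by their median of 0.15 (SD 0.90, n = 8). A smaller share of oocyte RNA in the baicalein-treated worms stays open and is not decided by the medians of the neuron, muscle and intestine lists (1.16, 0.58 and 0.77), whose gap of 0.58 lies within the 0.63 that 95% of permuted list labels stay under, with 34 genes. Without single arrays the oocyte median ran from -1.50 to -1.81, and without DMSO replicate 1 no probe set passed limma (smallest adjusted p = 0.0624), so that a lower oocyte content may underlie this pattern only as a hypothesis from the same data.

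Molting genes, also outside those the paper discusses, were lower in DMSO than in water, all 8 of those named. A shift or scaling of all values is argued against, because their median was -4.08 after cyclic loess normalization. An earlier developmental stage of the water-treated worms was not excluded, so the differences between DMSO and water cannot be told apart from differences of stage. Of the 37 oocyte and early embryo genes named in the table of baicalein against DMSO, 36 were higher in DMSO than in water (97.3%), but so were 87.5% of the other 1941 genes lower with baicalein, and the comparisons share the DMSO arrays. In baicalein against water, which does not use those arrays, 31 of the 37 were higher with baicalein (83.8%, against 43.3% of the other genes). This met the prediction for an earlier stage, which was written after the result was seen. No direct measure of stage was used.

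The paper does not compare baicalein with water in these arrays. Here 1992 probe sets were higher (30.6% of the calls) and 4513 lower with baicalein at an adjusted p under 0.05 from limma. With quantile normalization applied again there were 2723 higher (46.7%) and 3107 lower, and after cyclic loess normalization 3097 higher (45.9%) and 3656 lower. Higher and lower calls numbered 808 and 2776 without water replicate 1, 729 and 2600 without water replicate 2, 3406 and 5419 without baicalein replicate 1, and 2488 and 3935 without baicalein replicate 2. No explanation was tested for these counts beyond the stage described for DMSO.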

How the results depend on the processing

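The background of names from both tables was the setting chosen only after the result was seen. The cause of the changes below was not tested unless stated.

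Of 4428 values of the 278 gene results under the alternatives, 3709 kept direction and side of the threshold, 598 no longer passed, 116 newly passed and 5 reversed. These values are not independent. Leaving out either array of the group not compared gives the same fit as only the arrays of the compared groups, and limma's unadjusted p cannot lose a call. Many of these genes were also picked for a large change or a small p in these arrays. The tally is therefore no measure of robustness. Of the list calls, 531 were the same, 77 were lost, 10 gained and 2 reversed.

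Baicalein against DMSO depended most on single arrays. Leaving out 1 array gave 0 to 1168 higher and 0 to 3047 lower probe sets, 0 without DMSO replicate 1 with limma, where 1658 and 3224 passed an unadjusted p under 0.05. A lone array left in a group is assumed to vary like the other groups. With only the 4 arrays of the compared groups there were 132 higher and 1046 lower, with fewer degrees of freedom. Higher calls numbered 289 with arrays centred, 1276 with quantile normalization applied again, 1403 after cyclic loess normalization, 2007 by the methods' test unadjusted and 0 adjusted, and 2280 by limma at an unadjusted p. Lower calls numbered 1 by the methods' test adjusted and 3866 by limma unadjusted.

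For DMSO against water, the methods' test adjusted gave 1549 higher and 2296 lower, limma unadjusted 4956 higher, and leaving out 1 array 1793 to 4219 higher and 3230 to 5620 lower. For baicalein against water, higher calls numbered 3097 after cyclic loess normalization, 3817 and 828 by the methods' test unadjusted and adjusted, 4461 by limma unadjusted and 729 to 3406 without single arrays. Lower calls numbered 1626 by the methods' test adjusted and 2600 to 5419 without single arrays.

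With an estimated correlation camera called 0 gene lists in each of the 3 comparisons, with 6, 3 and 2 past an unadjusted p under 0.05 for baicalein against DMSO, DMSO against water and baicalein against water. For DMSO against water, 19 lists were called with names from both tables. The chemoreceptor families reversed in baicalein against water with dim probe sets left out (adjusted p = 0.201) and after cyclic loess normalization (0.337). Differences that reversed were *daf-16* (0.10) and *let-363* (0.11) with quantile normalization applied again, and *let-363* (0.04), *pha-4* (0.08) and *his-16* (-0.04) after cyclic loess normalization.

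The trial numbers gave no pairing, with correlations of -0.05, -0.07 and 0.16 between arrays of the same number in water and DMSO, water and baicalein, and DMSO and baicalein. With the number as a replicate block, calls numbered 418 higher and 1941 lower for baicalein against DMSO, 3115 and 4763 for DMSO against water, and 1846 and 4354 for baicalein against water.

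Not run were the authors' deposited p-values, which stop at 0.05, another background correction and a block for the array strip. Signal over background limits genes such as *parp-2*, near 2.42 with baicalein against a median of 1.56 over all probe sets.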

Differences from the paper's values

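No setting named here was chosen after the values were seen. Signed fold changes are given, the paper's first, and each was compared under 16 alternatives set before the data were examined, of which 7 can change a fold (centring, both other normalizations and each left-out array of the compared groups) and the rest change only the test.

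For DMSO against water, the sums of squares in the authors' deposited table fit 5 arrays, while 4 were used here, so the sample sets can differ. The paper gives 1.59 for *spp-1* against 1.66 here, 3.15 for *spp-2* against 4.04 and 3.78 for *spp-8* against 5.21. For *spp-1* the difference is within the spread after cyclic loess normalization and without DMSO replicate 2, and under none of the other alternatives, and for *spp-2* and *spp-8* under none.

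For baicalein against DMSO, the paper gives -1.33 for *daf-16* against -1.42 here, -1.5 for *sir-2.1* against -1.71, 2.5 for *ctl-2* against 2.15, 6.7 for *mtl-1* against 4.60, 8.8 for *mtl-2* against 5.95 and -2.8 for *ife-3* against -2.34, and none of the 7 closes these. It gives -1.7 for *daf-15* against -2.67 and -2.00 for *rict-1* against -3.06. Both fall within the spread with quantile normalization applied again, after cyclic loess normalization and without baicalein replicate 2, and under none of the others. For *pha-4* the paper gives 1.03 against -1.31 here, with the opposite sign, and only cyclic loess normalization brings it within the spread.

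The paper lists *daf-16*, *akt-1*, *let-363* and *pha-4* as changed, and here their adjusted p from limma was 0.176, 0.0534, 0.241 and 0.452. *daf-16* passes at an unadjusted p by the methods' test (0.0383) and by limma (0.031). *akt-1* passes with arrays centred on their medians (adjusted p = 0.0436 from limma) and at an unadjusted p by the methods' test (0.00933) and by limma (0.0049). No setting run here calls *let-363* (unadjusted p = 0.0509 from limma) or *pha-4*. In the authors' deposited analysis of variance their unadjusted p was 0.0096 and 0.00136, and both pass the paper's threshold. That analysis had 2 residual degrees of freedom for baicalein against DMSO. The methods' test run here drew its residual from all 3 groups, so it is not the authors' test and does not show that theirs fails.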

Other observations

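Of the tests in this part, the comparison of the 2 differences that share the DMSO arrays, its repeat with separate DMSO arrays and the background of 1.56 were chosen only after the result was seen.

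Against water, baicalein-treated worms had higher oocyte and sperm genes and lower molting genes. Of 37 oocyte and early embryo genes, 27 rose, 4 fell and 6 did not pass (29 and 4 when adjusted over the list alone), with a median log2 difference of 2.21, and of 21 sperm genes 13 rose and 8 did not pass (14 over the list alone), with a median of 2.64. All 11 molting genes fell, with a median of -3.72 (-3.52 with values under the median of all probe sets, 1.56, raised to it as a background), and 9 of 10 saposin-like genes rose. Camera gave adjusted p = 1.3e-05 for oocyte and for sperm genes, 3.57e-09 for molting and 0.000151 for saposin-like genes, and adjusted p = 0.609 to 0.683 with an estimated correlation. *vit-2* and *col-119*, at or under the background in water, rose by at least 8.83 and 8.29, while *noah-1* fell by 6.54 and *col-2* fell by 6.87. The members are those that the authors' tables of these samples name, so the counts and the camera p-values are not independent evidence of direction.

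Other groups differed between baicalein and DMSO. Of 14 heat shock and chaperone genes, 9 fell and 5 did not pass (10 lower and 1 higher when adjusted over the list alone), with a median of -1.09. Of 63 chemoreceptor genes, 1 rose and 62 did not pass (0 over the list alone), with a median of 0.18. In 62 of them a group lay under the background, and on it their median was 0, so their list test rests on values with little signal. Of 26 C-type lectins 4 rose and 3 fell (8 and 4 over the list alone), with *clec-60* higher 4.72-fold, and 2 of 6 histone genes rose (4 over the list alone). Camera gave adjusted p = 0.00021 for the chemoreceptor families, 0.000862 for the lectins and 0.00986 for the histones, and adjusted p = 0.208, 0.213 and 0.265 with an estimated correlation. The call of the histones was lost after cyclic loess normalization (0.0624), and heat shock and chaperones stood at 0.05, at 0.256 with an estimated correlation, at 0.182 with dim probe sets left out, and at 0.0587, 0.054 and 0.0862 without DMSO replicate 1, DMSO replicate 2 and baicalein replicate 1. No probe set passed limma without DMSO replicate 1 (smallest adjusted p = 0.0624). Between DMSO and water the sphingolipid genes *asah-1* and *asah-2* rose by 2.15 and 2.27. The fatty acid synthesis gene *fasn-1* fell by 2.66 and the diacylglycerol acyltransferase gene *dgat-2* fell by 3.63, while *fat-1* rose by 0.81.

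Most large differences between DMSO and water are missing from the authors' deposited table, which lists 264 of 2480 probe sets over 4-fold apart (10.6%). The table of baicalein against DMSO lists 273 of 406 (67.2%). The sums of squares fit 5 arrays for DMSO against water (3 residual degrees of freedom), against 2 for the other table. Another normalization therefore cannot be told apart from other causes, because the higher share in the other table, set beforehand to exclude it, would do so only if both tables came from the same analysis, a limit noticed after the value was seen. An additional array that lies apart from those used here cannot be told apart from other causes. The ratio of the extra residual to that expected was 0.40, outside the range set beforehand, but the deposited limit on p caps the residual, and only 29.0% of 138 probe sets leave room for it, a reason found after the value was seen.

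Where both can be compared, the log2 fold changes of the deposited tables and those here correlate with r = 0.944 over 3619 probe sets for baicalein against DMSO (98.7% of the same sign) and r = 0.99 over 1982 for DMSO against water (99.8%). Of the deposited entries, 1693 of 3619 and 743 of 1982 pass limma here.

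Many probe sets that were higher in DMSO than in water were lower with baicalein than with DMSO. They number 1558, against 224 if the calls were independent, and 223 were lower in DMSO and higher with baicalein, against 85. In the same direction, 95 were higher in both comparisons, against 55, and 27 lower in both, against 344. Both differences use the same DMSO arrays. The correlation of the differences was -0.43, against -0.50 in simulations without effects, and their covariance was -0.309 against -0.046. With DMSO replicate 1 in the comparison with baicalein and DMSO replicate 2 in that with water, the correlation was -0.34 and the covariance -0.267, and 354 probe sets were lower with baicalein and higher in DMSO than in water, against 34 if independent. The other way round the correlation was -0.37 and the covariance -0.273, and 0 probe sets passed limma for baicalein against DMSO. At an unadjusted p under 0.05 the counts were 1997 against 531 and 1995 against 458.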
